# Identification of distinct loci for de novo DNA methylation by DNMT3A and DNMT3B during mammalian development

**DOI:** 10.1038/s41467-020-16989-w

**Published:** 2020-06-24

**Authors:** Masaki Yagi, Mio Kabata, Akito Tanaka, Tomoyo Ukai, Sho Ohta, Kazuhiko Nakabayashi, Masahito Shimizu, Kenichiro Hata, Alexander Meissner, Takuya Yamamoto, Yasuhiro Yamada

**Keywords:** Differentiation, DNA methylation, Gene regulation, DNA methylation, Embryonic stem cells

## Abstract

De novo establishment of DNA methylation is accomplished by DNMT3A and DNMT3B. Here, we analyze de novo DNA methylation in mouse embryonic fibroblasts (2i-MEFs) derived from DNA-hypomethylated 2i/L ES cells with genetic ablation of *Dnmt3a* or *Dnmt3b*. We identify 355 and 333 uniquely unmethylated genes in *Dnmt3a* and *Dnmt3b* knockout (KO) 2i-MEFs, respectively. We find that *Dnmt3a* is exclusively required for de novo methylation at both TSS regions and gene bodies of Polycomb group (PcG) target developmental genes, while *Dnmt3b* has a dominant role on the X chromosome. Consistent with this, tissue-specific DNA methylation at PcG target genes is substantially reduced in *Dnmt3a* KO embryos. Finally, we find that human patients with *DNMT3* mutations exhibit reduced DNA methylation at regions that are hypomethylated in *Dnmt3* KO 2i-MEFs. In conclusion, here we report a set of unique de novo DNA methylation target sites for both DNMT3 enzymes during mammalian development that overlap with hypomethylated sites in human patients.

## Abstract (web summary)

De novo DNA methylation is carried out by DNMT3A and DNMT3B, but the distinct functions of these two enzymes is poorly understood. Here the authors present a comprehensive, genome-wide identification of target sites for de novo DNA methylation by the DNMT3A and DNMT3B in mouse ES cells and embryos, identifying unique de novo DNA methylation target sites for both DNMT3 enzymes.

## Introduction

DNA methylation plays critical roles during mammalian development and ensures stable gene repression, genomic integrity, X chromosome inactivation (XCI), and preservation of genomic imprinting^1–3^. Three conserved DNA methyltransferases, DNMT3A, DNMT3B, and DNMT1, are responsible for de novo establishment and maintenance of DNA methylation patterns^4^. The significance of DNA methyltransferases for mammalian development is highlighted by the fact that genetic deletions of any of these enzymes have lethal phenotypes in mice^5,6^. Moreover, dysregulation of DNMTs is linked to several human diseases, including acute myeloid leukemia (AML) and immunodeficiency, centromere instability, and facial anomalies (ICF) syndrome, indicating that DNA methyltransferases are essential for normal mammalian development and proper maintenance of somatic cells^7,8^.

Previous studies revealed the epigenetic mechanisms that establish the strict methylome integrity required for normal development. After epigenetic reprogramming in pre-implantation embryos, the DNA methyltransferases DNMT3A and DNMT3B, in conjunction with their nonenzymatic cofactor DNMT3L, mediate global de novo DNA methylation during embryonic and extraembryonic development^5,9,10^. DNMT3A and DNMT3L establish genomic imprinting in gametes^11–13^, whereas DNMT3B and DNMT3L are required for unique DNA methylation patterns in placental progenitors^10^. The genomic enrichment patterns of DNMT3A differ from those of DNMT3B in mouse embryonic stem (ES) cells, suggesting that each de novo methyltransferase has unique targets during development^14,15^. Indeed, individual genetic ablation of these methyltransferases results in lethal phenotypes at different developmental stages^5^. However, it remains unclear whether the differential targeting of DNMT3 enzymes is responsible for locus-specific de novo DNA methylation during embryonic development.

To comprehensively identify the target sites for de novo DNA methylation by the DNMT3 enzymes, in the present study, we took advantage of female mouse ES cells established in the presence of MEK and Gsk3 inhibitors, which lack most DNA methylation (2i/L ES cells)^16^. In combination with genetic ablation of *Dnmt3a* or *Dnmt3b*, here we report unique de novo DNA methylation target sites for both DNMT3 enzymes during embryonic development.

## Results

### DNA hypomethylated ESCs for de novo methylation analysis

Given the early embryonic lethal phenotype of *Dnmt3b* knockout (KO) mice, ES cells could be a powerful tool for tracking and comparing the de novo methylation activity of DNMT3s during embryonic development (Fig. 1a). It should be noted, however, that mouse ES cells cultured in serum and leukemia inhibitory factor (LIF) (S/L ES cells) exhibit global DNA hypermethylation relative to inner cell mass (ICM) cells, which are the in vivo counterpart of ES cells^17^. Indeed, de novo methylated regions at post-implantation epiblasts in vivo are already methylated in S/L ES cells (Fig. 1b, c). Moreover, Polycomb group (PcG) target transcription factor genes, which often include key developmental genes, are highly methylated in S/L ES cells, but still hypomethylated in both ICM and epiblast (Fig. 1d and Supplementary Fig. 1a), precluding the use of S/L ES cells for analysis of de novo methylation at early developmental stages. In a previous study, we showed that mouse ES cells established under 2i/L (MEK inhibitor, Gsk3 inhibitor, and LIF) culture conditions (2i/L ES cells) exhibit a substantial reduction in global DNA methylation levels^16^. Female 2i/L ES cells lack DNA methylation at most sites, including the PcG target genes (Fig. 1b–d and Supplementary Fig. 1a). Collectively, these findings indicated that hypomethylated female 2i/L ES cells represent a powerful tool for de novo methylation during early embryonic development.

**Fig. 1:**
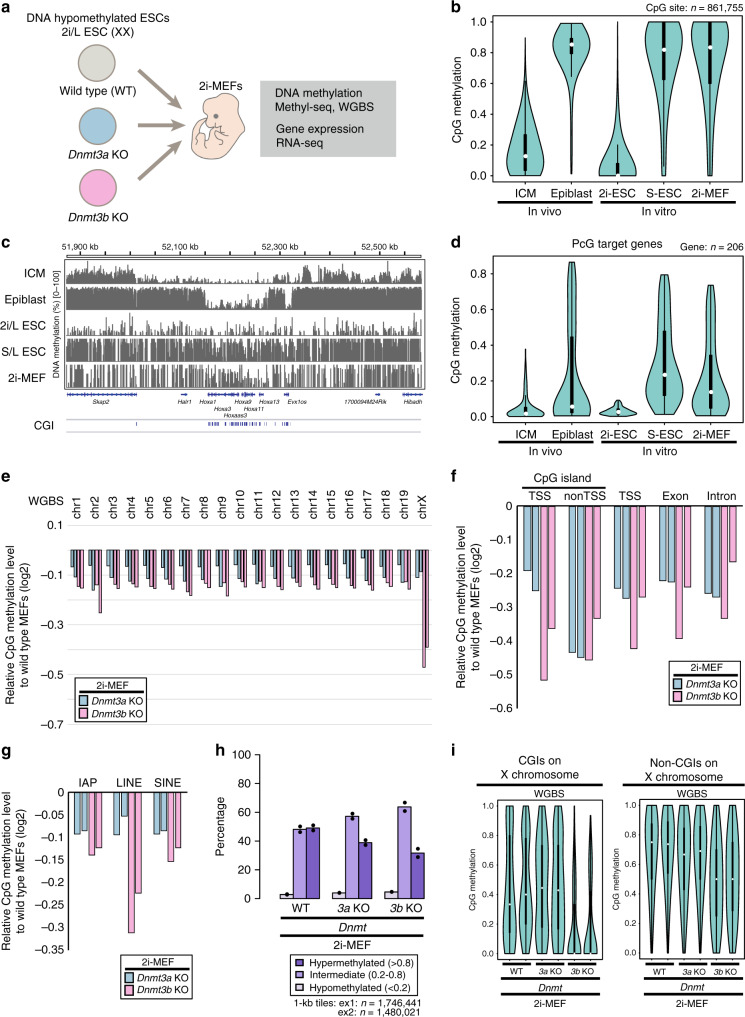
DNA hypomethylated ES cells for de novo methylation analysis. **a** Schematic of experimental design. Either *Dnmt3a* or *Dnmt3b* was disrupted by CRISPR/Cas9 in female 2i/L ES cells^16^. **b** CpG methylation levels at loci that were differentially methylated between ICM and epiblast (see the methods section for details) in 2i/L ES cells and S/L ES cells. WGBS data were used for the analysis. White dots indicate median methylation levels. Black bars and the lines stretched from the bar represent IQR and the lower/upper adjacent values (±1.5 IQR), respectively. ICM and epiblast data were obtained from GSE84236^10^. Data of 2i/L ES cells, S/L ES cells, and 2i-MEFs are from GSE84165^16^. **c** CpG methylation levels at a representative genomic region including the *Hoxa* cluster, as determined by WGBS. Each bar indicates a CpG site, and the height of the bar represents methylation percentage (0–100%). Locations of genes and CpG islands (CGIs) are indicated below. Data are from GSE84236^10^ and GSE84165^16^. **d** CpG methylation levels at PcG target developmental genes in ICM, epiblast, 2i/L ES cells, S/L ES cells, and 2i-MEFs, as determined by WGBS. Data were obtained from GSE84236^10^ and GSE84165^16^. **e** Relative CpG methylation level [log_2_(fold change)] at each chromosome in *Dnmt3* KO 2i-MEFs vs. wild-type 2i-MEFs, as determined by WGBS. Data from two independent experiments are shown. **f** Relative CpG methylation levels [log_2_(fold change)] at CGIs, promoters [Transcription Start Site (TSS) ± 1000 bp], exons, and introns in *Dnmt3* KO 2i-MEFs vs. wild-type 2i-MEFs, as determined by MethylC-seq. **g** Relative CpG methylation levels [log_2_(fold change)] at transposable elements (IAPs, LINEs, and SINEs) in *Dnmt3* KO 2i-MEFs vs. wild-type 2i-MEFs by WGBS. h: Fraction of hypermethylated (>0.8), intermediate (0.2–0.8), and hypomethylated (<0.2) CpG sites in wild-type and each type of KO 2i-MEFs. WGBS data (CpG sites at ≥5× coverage) were used for this analysis. **i** CpG methylation levels at CGIs and non-CGIs on the X chromosome in WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i-MEFs, as determined by WGBS. White dots indicate median methylation levels.

In this study, to identify the unique targets of de novo methylation by the DNMT3 enzymes, we used female mouse 2i/L ES cells with targeted deletions in either *Dnmt3a* or *Dnmt3b* (Fig. 1a). *Dnmt3* KO 2i/L ES cells grow well and are morphologically normal under 2i/L culture conditions^16^. In addition, they efficiently contribute to chimeric embryos as efficiently as wild-type (WT) 2i/L ES cells, indicating that *Dnmt3* KO 2i/L ES cells retain pluripotency and the ability to differentiate into somatic cells in vivo^16^. To compare the targets of each DNA methyltransferase, we established mouse embryonic fibroblasts (MEFs) from chimeric mice derived from female *Dnmt3* KO 2i/L ES cells (*Dnmt3* KO 2i-MEFs), followed by antibiotic selection, and assessed DNA methylation profiles by whole-genome bisulfite sequencing (WGBS) and target-captured MethylC-seq analysis (Supplementary Fig. 1b). Considering that the 5 hmC level is negligible in ESCs^18^, we regarded both 5 hmC and 5 mC as 5 mC in this study.

CpG methylation on all chromosomes was lower in both *Dnmt3a* and *Dnmt3b* KO 2i-MEFs than in WT 2i-MEFs (Fig. 1e and Supplementary Fig. 1c). Extending the analysis to various genomic features, including transposable elements, we found that both *Dnmt3a* and *Dnmt3b* KO decreased DNA methylation levels on all elements (Fig. 1f, g). Consistent with a previous study^19^, *Dnmt3b* KO 2i-MEFs exhibited a clear reduction in DNA methylation on transposable elements relative to WT or *Dnmt3a* KO 2i-MEFs (Fig. 1g). As shown in our previous study^16^, 2i-MEFs exhibited global loss of genomic imprinting regardless of *Dnmt3* status (Supplementary Fig. 1d). When we divided all CpG sites into three categories according to DNA methylation levels [hypermethylated (>0.8), intermediate (0.2–0.8), and hypomethylated (<0.2) sites], we found that hypermethylated CpG sites were less abundant in *Dnmt3b* KO 2i-MEFs, whereas *Dnmt3a* KO 2i-MEFs exhibited relatively modest reduction (Fig. 1h). The reduced methylation level in *Dnmt3b* KO 2i-MEFs was observed at regions marked by various histone marks, such as H3K36me3 and H3K9me3 (Supplementary Fig. 2a)^14^. We also found that *Dnmt3b* KO epiblasts exhibit reduced CpG methylation levels at de novo methylated regions during peri-implantation (from ICM to post-implantation epiblasts) relative to WT or *Dnmt3a* KO epiblasts (Supplementary Fig. 2b). Together, these results suggest that DNMT3B de novo DNA methylation activity is predominant in most genomic regions during early development.

Consistent with a previous report^20^, methylation levels at CGIs on the X chromosome were markedly lower in *Dnmt3b* KO 2i-MEFs than in *Dnmt3a* KO 2i-MEFs (Fig. 1i and Supplementary Fig. 2c) (3a KO vs WT: p = 3.6 × 10^−1^, 3b KO vs WT: p = 1.2 × 10^−15^; two-sided, Kolmogorov–Smirnov test), suggesting that *Dnmt3b* is largely responsible for de novo CGI methylation on the X chromosome. Non-CGI sites were also less methylated in *Dnmt3b* KO 2i-MEFs, which was more pronounced on the X chromosome than on autosomes (Fig. 1i and Supplementary Fig. 2c–e) (3a KO vs WT: *p* < 2.2 × 10^−16^, 3b KO vs WT: *p* < 2.2 × 10^−16^; two-sided, Kolmogorov–Smirnov test). In sharp contrast, *Dnmt3a* KO 2i-MEFs did not exhibit an apparent reduction in non-CGI methylation on the X chromosome (Fig. 1i and Supplementary Fig. 2c). Collectively, these results suggest that DNMT3B is the enzyme predominantly responsible for global de novo methylation on the X chromosome during XCI.

### Target genes of de novo methylation by DNMT3A and DNMT3B

We next sought to identify, in an unbiased manner, unique target loci of DNMT3A- and DNMT3B-mediated de novo DNA methylation during embryonic development. To this end, we first identified differentially methylated tiles (DMT; nonoverlapping 1k tiles) that differed significantly between WT 2i-MEFs and each KO 2i-MEFs by using WGBS data. Consistent with previous reports^5,21^, DNA methylation levels at most regions did not significantly differ between *Dnmt3a* and *Dnmt3b* KO 2i-MEFs, but we identified thousands of DMTs in either of the KO (4308 and 7357 DMTs in *Dnmt3a* and *Dnmt3b* KO 2i-MEFs, respectively) (Fig. 2a and Supplementary Data 1). A small subset of DMTs (*n* = 143) exhibited a modest reduction in DNA methylation in both *Dnmt3a* KO and *Dnmt3b* KO 2i-MEFs, suggesting that these loci are sufficiently methylated only when DNMT3A and DNMT3B are both present (Fig. 2a and Supplementary Data 1). To uncover the specific target genes of each methyltransferase, we used MethylC-seq data that are enriched and have high coverage reads in gene regions. Notably, we identified 355 and 333 specific target genes of DNMT3A and DNMT3B, respectively (Fig. 2b, c and Supplementary Fig. 3a, b) (Supplementary Data 2–5). Gene ontology (GO) analyses revealed that DNMT3B-specific genes are involved in synaptonemal complex assembly (e.g., *Tex12, Syde1*, and *Meioc*), plasma membrane (e.g., *Pcdha/b* family), and cell proliferation in forebrain (e.g., *Wnt7a, Wnt7b, Wnt3a,* and *Zeb2*) (Supplementary Fig. 3c, and Supplementary Data 4 and 5). Our analysis identified the previously reported DNMT3B-specific targets, *Pcdha/b* family genes^22^, confirming that our strategy can successfully identify the target genes of the de novo methyltransferase (Supplementary Fig. 3a). By contrast, DNMT3A target genes included many transcription factors that are essential for normal development, including genes of the *Hox*, *Gata*, and *Cbx* families (Fig. 2c and Supplementary Data 3 and 4). Consistent with this, GO analyses indicated that DNMT3A target genes are involved in sequence-specific DNA binding (e.g., *Nr6a1, Gata2, Hoxc9*, and *Pou5f1*), transcription (e.g., *Zfp46, Barx1*, and *Osr1*), and pharyngeal system development (e.g., *Gata3*, *Six1*, and *Tbx1*) (Supplementary Fig. 3d). Because the DNMT3A target genes included many developmental genes that are also known as PcG target transcription factor genes^23^, we next hypothesized that DNMT3A regulates de novo DNA methylation at PcG target developmental genes during embryonic development. Notably, most of the PcG target genes that acquire de novo DNA methylation during embryonic development were strikingly hypomethylated in *Dnmt3a* KO 2i-MEFs (Fig. 2d and Supplementary Fig. 3e) [3a KO vs WT (mean methylation levels): *p* = 5.6 × 10^−48^, 3b KO vs WT (mean methylation level): p = 8.2×10^−16^, Wilcoxon signed-rank test]. For example, our data showed that all *Hox* gene clusters (*Hoxa*, *Hoxb*, *Hoxc*, and *Hoxd*) located on different chromosomes, as well as other PcG target transcription factors, were specifically methylated by DNMT3A (Fig. 2c, Supplementary Fig. 3b, and Supplementary Data 3). The reduced DNA methylation in *Dnmt3a* KO 2i-MEFs was observed in both short and long genes (Supplementary Fig. 4a). To confirm DNMT3A-mediated de novo methylation, we next examined the effect of ectopic *Dnmt3a* expression on reduced methylation at PcG target developmental genes in *Dnmt3a* KO cells. In these experiments, we introduced a doxycycline (Dox)-inducible *Dnmt3a1* expression vector into *Dnmt3a* KO 2i/L ES cells, and then differentiated them into epiblast-like cells (EpiLCs) (Supplementary Fig. 4b). Forced expression of *Dnmt3a1* in *Dnmt3a* KO cells increased de novo DNA methylation at *Hoxa1* and *Meis1* to a level similar to that observed in WT cells (Supplementary Fig. 4c, d and Source Data file). Based on these findings, we concluded that *Dnmt3a* confers de novo DNA methylation at PcG target developmental genes upon ES cell differentiation.

**Fig. 2:**
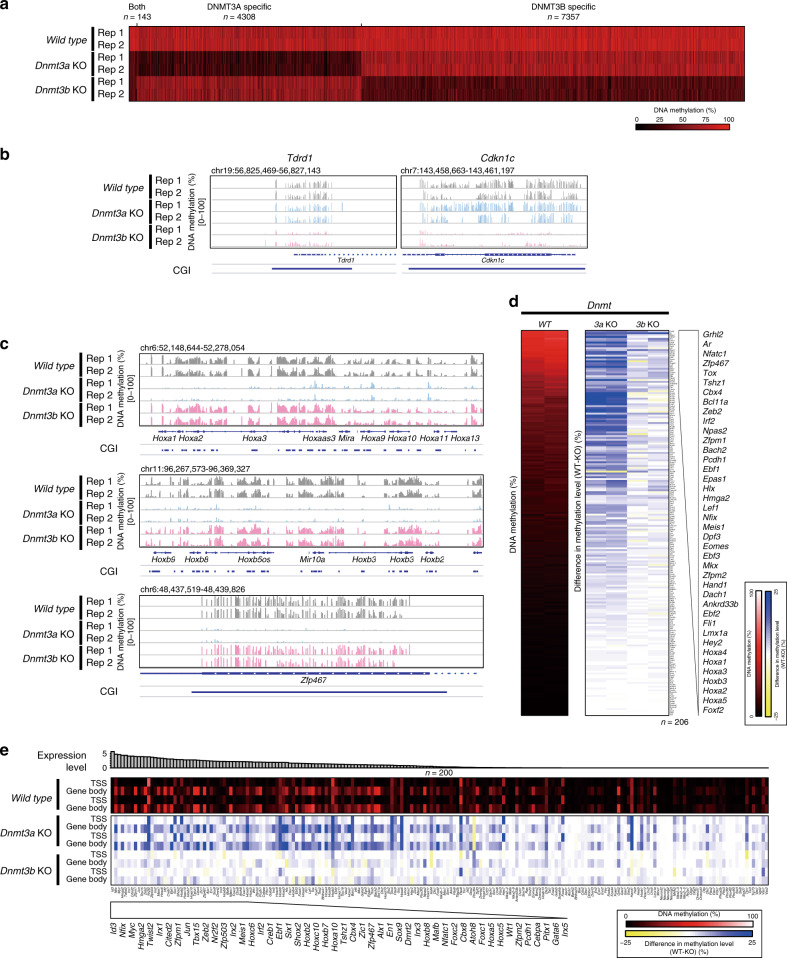
Target genes of de novo methylation by DNMT3A and DNMT3B. **a** Heatmap of CpG methylation levels within 1 K tiled regions in which CpG methylation levels differed between the WT and each *Dnmt3* KO. Differentially methylated 1 K tiled regions are identified using the Bioconductor DSS package with methylation status of nonoverlapping 1 K tiles that have ≥10 read coverages at CpG sites within a tile across all samples (see the methods section in detail). **b** Representative loci of DNMT3B-specific target sites in 2i-MEFs. Each bar indicates a CpG site, and the height of the bar represents methylation percentage, as determined by MethylC-seq (0–100%). Locations of genes and CGIs are indicated below. **c** Representative loci of DNMT3A-specific target sites in 2i-MEFs. Essential developmental genes are frequently unmethylated in *Dnmt3a* KO 2i-MEFs. Each bar indicates a CpG site, and bar height represents methylation percentage by MethylC-seq (0–100%). Locations of genes and CGIs are indicated below. **d** The left panel shows mean DNA methylation levels at CpG sites within each PcG target developmental gene^23^ [from TSS to Transcription End Site (TES)] in WT 2i-MEFs from two independent experiments. The right panel shows methylation difference between WT and each *Dnmt3* KO 2i-MEFs from two independent experiments. Genes are sorted by the mean methylation levels in the WT. Color scales indicate DNA methylation levels and their differences, respectively. **e** The upper panel shows mean DNA methylation levels at CpG sites within TSS ± 1000 bp and gene body (TSS-TES) of each PcG target gene in WT 2i-MEFs from two independent experiments. The lower panel shows methylation difference between WT and each type of *Dnmt3* KO 2i-MEFs from two independent experiments. Color scale indicates DNA methylation levels and their difference, respectively. PcG genes are ordered based on expression levels (FPKM values) in WT 2i-MEFs (top panel).

To more thoroughly examine DNMT3A-mediated de novo methylation at PcG target developmental genes, we divided the region of each PcG target gene into the Transcription Start Site (TSS) region (TSS ± 1000 bp) and gene body [TSS to Transcription End Site (TES)] and analyzed the methylation patterns (Fig. 2e). The TSS regions of a subset of PcG target developmental genes exhibited lower levels of de novo methylation in *Dnmt3a* KO 2i-MEFs than in WT 2i-MEFs (Fig. 2e) [3a KO vs WT (mean methylation levels, TSS): *p* < 2.2 × 10^−16^, 3b KO vs WT (mean methylation levels, TSS): *p* = 5.4 × 10^−14^; two-sided, Wilcoxon signed-rank test]. In contrast to the repressive role of DNA methylation at TSS regions, gene body methylation is generally associated with active transcription^24^. Consistent with this, gene bodies of more highly expressed PcG target developmental genes tended to have higher methylation levels in 2i-MEFs (Fig. 2e). In addition, DNMT3B binds to gene bodies of actively transcribed genes marked by H3K36me3, and is responsible for de novo DNA methylation at the gene bodies^14,25^. Indeed, H3K36me3-marked regions were less methylated in *Dnmt3b* KO 2i-MEFs than in *Dnmt3a* KO 2i-MEFs (Supplementary Fig. 2a). Importantly, however, gene bodies of PcG target genes were less methylated in *Dnmt3a* KO 2i-MEFs than in *Dnmt3b* KO 2i-MEFs (Fig. 2e and Supplementary Fig. 5a) [3a KO vs WT (Gene body): *p* < 2.2 × 10^−16^, 3b KO vs WT (Gene body): *p* = 8.9 × 10^−3^; two-sided, Wilcoxon signed-rank test]. The reduced methylation at gene bodies in *Dnmt3a* KO 2i-MEFs was similarly observed at those distant from TSS (Supplementary Fig. 5b), indicating that the observed changes are not always associated with close proximity of CpG islands linked to promoters. Collectively, these results suggest that, in sharp contrast to other genes, gene bodies of PcG target developmental genes are preferentially methylated by DNMT3A, consistent with a recent study demonstrating that DNMT3A1, a longer isoform of DNMT3A, preferentially localizes to the methylated shores of bivalent CGIs in ES cells^15^. Given that DNMT3A, together with DNMT3L, establishes genomic imprinting in gametes, we examined the involvement of DNMT3L in DNMT3A-mediated de novo methylation at PcG target genes. However, methylation levels of PcG target genes were comparable between *Dnmt3l* KO and WT E14.5 MEFs (Supplementary Fig. 5c), demonstrating that DNMT3L is dispensable for DNMT3A-mediated methylation at PcG target genes during embryonic development.

### Differential binding patterns of DNMT3A1 and DNMT3B1

To obtain mechanistic insights into the locus specificity of DNMT3 enzymes for de novo methylation, we examined genomic enrichment patterns of DNMT3A and DNMT3B by analyzing ChIP-seq datasets^14,15^. Consistent with previous reports demonstrating that DNMT3B is responsible for gene body methylation of actively transcribed genes^14,25^, we confirmed enrichment of DNMT3B1, but not DNMT3A1, in gene bodies (Fig. 3a). Notably, DNMT3A, and especially DNMT3A1, was enriched at DNMT3A target genes (Fig. 3a and Supplementary Fig. 6a). By contrast, enrichment of DNMT3B1 was not altered at target genes of DNMT3B-mediated de novo methylation (Fig. 3a), suggesting the existence of distinct mechanisms governing the locus-specific activity of de novo methyltransferases. Considering that DNMT3A mediates de novo methylation at PcG target developmental genes, we next analyzed the binding patterns of the DNMT3 enzymes on the PcG target genes. We observed prominent enrichment of DNMT3A1 binding on PcG target developmental genes, including enrichment in gene bodies (Fig. 3b). Remarkably, DNMT3B1 binding was reduced on the PcG target genes^23^ (Fig. 3b), indicating that DNMT3B1 is precluded from these loci. Among DNMT3A target genes, further enrichment of DNMT3A1 was observed on PcG target developmental genes (Fig. 3c), and reduced binding of DNMT3B1 was detected exclusively at DNMT3A target genes that were also PcG target genes (Fig. 3c), highlighting unique binding patterns of DNMT3 enzymes at PcG target loci. Together, these results suggest that the preferred physical interactions of DNMT3A and DNMT3B are associated with the locus-specific activity of the enzymes at PcG target developmental genes.

**Fig. 3:**
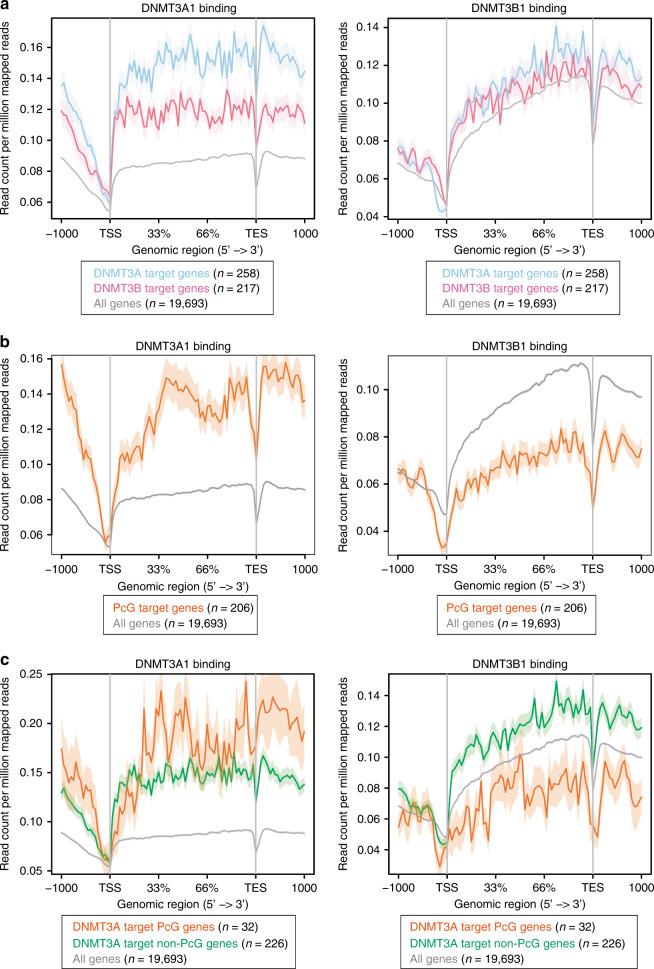
Differential binding patterns of DNMT3A1 and DNMT3B1. **a** DNMT3A1 and DNMT3B1 binding to target genes for de novo methylation. ChIP-seq data were obtained from GSE57413 and GSE96529^14,15^. Shading represents the standard error of the mean (SEM). **b** DNMT3A1 and DNMT3B1 binding to PcG target developmental genes. Note that DNMT3A1 preferentially binds to PcG target genes, whereas DNMT3B1 is excluded from these genes. Shading represents SEM. **c** DNMT3A1 and DNMT3B1 binding to DNMT3A target genes that are also PcG target genes. Further enrichment of DNMT3A1 was observed on PcG target genes. Note that reduced binding of DNMT3B1 was exclusively detected at PcG target genes among DNMT3A target genes. Shading represents SEM.

### Derepression of PcG target genes in *Dnmt3a* KO 2i-MEFs

Given that DNA methylation at CGIs linked to TSS regions are associated with gene repression, we next investigated the functional implications of DNMT3-mediated de novo methylation on gene expression during embryonic development. 

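Gene expression in 2i-MEFs, which are fibroblasts from embryos derived from ES cells kept in 2i medium, was measured by RNA-seq in 1 *Dnmt3a* KO and 1 *Dnmt3b* KO library. The WT 2i-MEF library was not analysed here, so the KO libraries were compared with each other. The authors trimmed the reads with cutadapt and mapped them to mm10 with tophat 2.1.1 and bowtie2 2.3.2, using the GENCODE M15 annotation. From uniquely mapped reads, they calculated FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with cufflinks 2.2.1. The table used here gives 1 FPKM value per gene and library and no read counts. The depth was therefore recovered from low FPKM values, which rise in steps of whole reads. By this estimate, which missed the true depth by at most 0.19% on simulated data, 10910236 reads were mapped in the *Dnmt3a* KO library and 9154334 in the *Dnmt3b* KO library. A single read on a transcript of 2000 bases was worth 0.0508 FPKM in the former and 0.0606 FPKM in the latter. Expression ratios were calculated as the log2 ratio of FPKM + 1. For each gene list, the median log2 ratio was placed among the medians of 10000 random gene lists matched on mean expression in 20 bins. Its percentile describes these libraries only, because genes are not independent replicates. With 1 library per genotype, no difference between the genotypes has a replicate check in the RNA-seq data, and no p-value was calculated. *Dnmt3a* was at 4.21 FPKM in the *Dnmt3a* KO library and 23.9 FPKM in the *Dnmt3b* KO library. *Dnmt3b* was at 1.81 FPKM in *Dnmt3a* KO and 0.817 FPKM in *Dnmt3b* KO. *Xist*, which is transcribed from the inactive X chromosome, was at 27.9 FPKM in *Dnmt3a* KO and 32.1 FPKM in *Dnmt3b* KO.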

Because *Dnmt3b* KO 2i-MEFs exhibited global CGI hypomethylation at the X chromosome, we first performed RNA-seq analysis to compare global gene expression profiles of X-linked genes between WT and both types of *Dnmt* KO 2i-MEFs. Despite the significant reduction in CGI methylation in *Dnmt3b* KO 2i-MEFs, expression levels of X-linked genes were comparable among WT, *Dnmt3a* KO, and *Dnmt3b* KO (*3a* KO: *p* = 7.6 × 10^−1^, *3b* KO: *p* = 8.2 × 10^−1^) (Fig. 4a), suggesting that DNA methylation–independent mechanisms ensure dosage compensation of X-linked genes in *Dnmt3b* KO 2i-MEFs^26^. 

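In the comparison of the KO libraries, 440 X-linked genes had at least 1 FPKM in at least 1 of them. These are not the paper's set, which holds 320 X-linked genes chosen by a filter that its text does not state. Their median log2 ratio of *Dnmt3a* KO to *Dnmt3b* KO was 0.04, at the 62.8 percentile of random lists of autosomal genes. The middle 95% of these random lists had medians from -0.0082 to 0.07. Expression differed less than 2-fold for 385 X-linked genes (87.5%), whereas 26 genes were at least 2-fold higher in *Dnmt3a* KO and 29 were at least 2-fold higher in *Dnmt3b* KO. With a pseudocount of 0.1 in place of 1, these numbers were 37 and 42. The largest rises in *Dnmt3a* KO were at *Mir3113* (153 against 0 FPKM), *Gm15148* (6.98 against 0 FPKM) and *Egfl6* (66.0 against 9.23 FPKM). The largest falls were at *Snora70* (0 against 9.61 FPKM), *8030474K03Rik* (0.105 against 10.3 FPKM) and *AU022751* (0.391 against 11.7 FPKM). The annotated transcripts of *Mir3113*, *Gm15148* and *Snora70* are 76, 156 and 137 bases long, shorter than the fragment length of 196 bases fitted to the table, so a few reads make a high FPKM there. From comparable expression in spite of the loss of methylation, the paper proposes that X-linked dosage compensation in *Dnmt3b* KO 2i-MEFs is kept by mechanisms independent of DNA methylation.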

We also examined expression of PcG target developmental genes in WT and *Dnmt* KO 2i-MEFs. Although reduced CGI methylation at PcG target developmental genes was exclusively detectable in *Dnmt3a* KO 2i-MEFs, expression levels of most PcG target developmental genes were not altered in *Dnmt3a* KO 2i-MEFs (*3a* KO: *p* = 7.3 × 10^−1^, *3b* KO: *p* = 6.5 × 10^−1^) (Fig. 4b). However, when we focused on the TSS regions of PcG target developmental genes expressed at low levels, which were methylated in WT 2i-MEFs (>15%), we found that a small subset of the PcG target genes (e.g., *Pax8*) was modestly derepressed in *Dnmt3a* KO 2i-MEFs, accompanied by loss of DNA methylation at TSS regions (Fig. 4c–e and Supplementary Fig. 6b). 

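The 206 PcG target genes were read from the gene labels of the paper's figures, and all were found in the expression table. The KO libraries listed 59 of them at 0 in both and 105 under 1 FPKM in both. The median log2 ratio of *Dnmt3a* KO to *Dnmt3b* KO was 0, which the unexpressed genes fix for random lists as well. Among the 96 PcG target genes with a mean of at least 1 FPKM, the median was 0.06, at the 60.5 percentile of matched random lists. Of the 206 genes, 178 (86.4%) differed less than 2-fold between the genotypes, 21 were at least 2-fold higher in *Dnmt3a* KO and 7 were at least 2-fold lower. With a pseudocount of 0.1, these counts were 32 and 17. The 178 genes include the 105 under 1 FPKM in both libraries, which cannot reach 2-fold in FPKM + 1. The share of 86.4% therefore does not describe expressed PcG target genes. Of all 13605 genes with at least 1 FPKM in either library, 751 were at least 2-fold higher in *Dnmt3a* KO and 475 were at least 2-fold lower. After *Pax8* and *Barx1*, the largest rise in *Dnmt3a* KO was at *Six2* (9.34 against 1.22 FPKM, log2 ratio 2.22). The largest falls were at *Shox2* (5.17 against 26.0 FPKM, log2 ratio -2.13), *Dmrt2* (2.00 against 8.99 FPKM, log2 ratio -1.73) and *Lef1* (1.25 against 5.63 FPKM, log2 ratio -1.56).

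**Figure D1:**
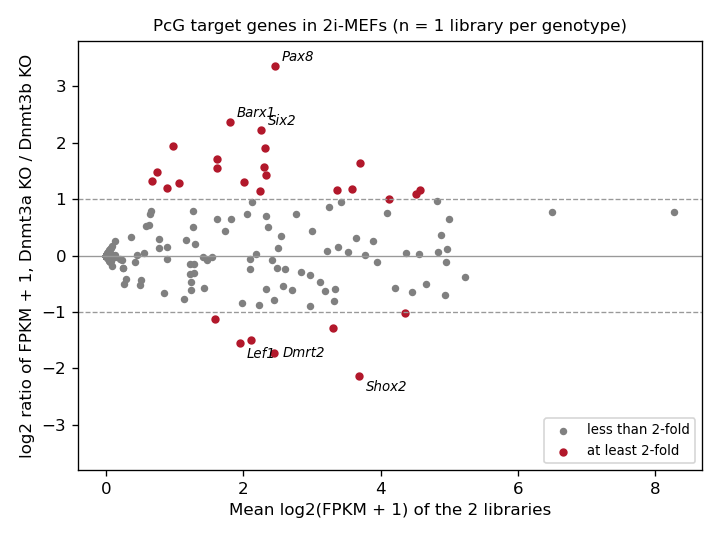
Log2 ratio of FPKM + 1 between the *Dnmt3a* KO and *Dnmt3b* KO libraries of 2i-MEFs (1 library each), plotted against the mean log2(FPKM + 1) of both libraries. Each point is 1 of 206 PcG target genes; red points differ at least 2-fold (dashed lines), 21 upward and 7 downward, and the 3 largest changes in each direction are named.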

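*Pax8* (ENSMUSG00000026976.15) lies on the minus strand of chromosome 2 of mm10, from 24420560 to 24475599. It was at 16.6 FPKM in the *Dnmt3a* KO library and 0.715 FPKM in the *Dnmt3b* KO library, a log2 ratio of 3.36. Its annotated transcripts are 345 to 3386 bases long, so these values stand for 27 to 578 reads in *Dnmt3a* KO and 1 to 21 reads in *Dnmt3b* KO, depending on the transcript. *Barx1* (ENSMUSG00000021381.4), on chromosome 13 from 48662998 to 48666507, was at 6.95 FPKM in *Dnmt3a* KO and 0.546 FPKM in *Dnmt3b* KO, which correspond to 91 and 6 reads. *Hoxa2* was at 7.50 FPKM in *Dnmt3a* KO and 1.87 FPKM in *Dnmt3b* KO. *Pou3f4* was at 2.85 FPKM in *Dnmt3a* KO (85 reads) and listed at 0 in *Dnmt3b* KO. These 4 genes were the only ones among the 14 of Fig. 4c that differed at least 2-fold between the KO libraries. The other 10 had log2 ratios between -0.79 (*Hoxc4*) and 0.77 (*Nfix*). The median log2 ratio of the 14 genes was 0.06, at the 51.4 percentile of random lists. From higher expression together with lost methylation at TSS regions, the paper states that a small subset of PcG target genes was modestly derepressed in *Dnmt3a* KO 2i-MEFs. For *Pax8*, its evidence includes qRT-PCR on biologically independent samples of WT, *Dnmt3a* KO and *Dnmt3b* KO 2i-MEFs.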

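RNA-seq of MEFs from embryos covered 4 libraries, 1 for each genotype (*Dnmt3a* WT and *Dnmt3a* KO) with DMSO and 1 for each with GSK126, an inhibitor of the EZH2 methyltransferase, at 10 µM for 2 days. The authors computed their FPKM values by the same steps as for 2i-MEFs. The estimated depth was 17950347 mapped reads in WT with DMSO, 19327175 in WT with GSK126, 25580272 in KO with DMSO and 21120849 in KO with GSK126. At these depths, 1 FPKM on a transcript of 2000 bases corresponds to between 32.4 and 46.1 reads. *Dnmt3a* did not follow the genotype labels at the level of whole-gene FPKM. It was at 26.1 FPKM in WT with DMSO and 19.3 FPKM in WT with GSK126, and at 85.7 and 84.5 FPKM in the corresponding libraries labelled *Dnmt3a* KO. The table gives 1 value for all transcripts of the gene, so it does not show whether the targeted exons were transcribed. For this reason, the latter are called the libraries labelled *Dnmt3a* KO. *Xist* was at most 0.0022 FPKM in the 4 libraries. Ratios were calculated between genotypes within each treatment and between treatments within each genotype, again without replicates.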

To further investigate DNMT3A-mediated repression of PcG target developmental genes, we also obtained MEFs from *Dnmt3a* WT and null embryos by crossing *Dnmt3a* heterozygous KO mice. Importantly, derepression of *Pax8* was confirmed in *Dnmt3a* KO MEFs (Supplementary Fig. 6c). Collectively, these data indicate that DNMT3A-mediated DNA methylation plays a role in stable silencing of a subset of PcG target developmental genes.

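In MEFs with DMSO, *Pax8* was at 0.236 FPKM in WT and 4.24 FPKM in the library labelled *Dnmt3a* KO, a log2 ratio of 2.09. With GSK126, it was at 0.101 FPKM in WT and 6.92 FPKM in the library labelled *Dnmt3a* KO, a log2 ratio of 2.85. Depending on the transcript, the WT values stand for at most 13 reads with DMSO and at most 6 reads with GSK126, against at most 346 and 466 reads in the libraries labelled *Dnmt3a* KO. Among all 206 PcG target genes, *Pax8* had the largest rise under both treatments, and its direction rests on the genotype label, which the level of *Dnmt3a* did not follow. After *Pax8*, the largest rises with DMSO were at *Alx1* (8.41 against 1.7 FPKM) and *Hoxa3* (6.22 against 1.16 FPKM). The largest falls with DMSO were at *Pitx1* (10.9 against 50.5 FPKM), *Shox2* (8.72 against 39.4 FPKM) and *Hoxd13* (0.222 against 3.90 FPKM). In total, 16 PcG target genes were at least 2-fold higher and 11 were at least 2-fold lower in the library labelled *Dnmt3a* KO with DMSO. With a pseudocount of 0.1, these counts with DMSO were 28 and 19. With GSK126 and a pseudocount of 1, 11 were at least 2-fold higher and 11 were at least 2-fold lower. After *Pax8*, the largest rises with GSK126 were at *Pax1* (log2 ratio 1.57) and *Wt1* (1.49). The largest falls were at *Msx1* (-2.14), *Hoxd13* (-2.13) and *Foxf2* (-1.69). From derepression of *Pax8* in both kinds of fibroblasts, the paper concludes that DNA methylation by DNMT3A takes part in the stable silencing of some PcG target genes.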

**Fig. 4:**
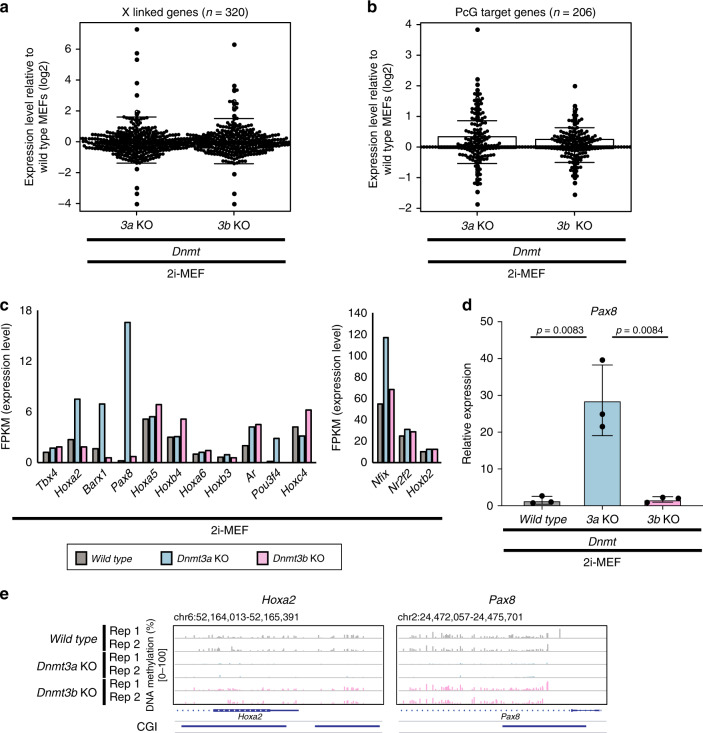
Derepression of PcG target genes in Dnmt3a KO 2i-MEFs. **a** Relative gene expression levels (FPKM + 1) of X-linked genes (*n* = 320) in *Dnmt3* KO 2i-MEFs (*n* = 1) vs. WT 2i-MEFs (*n* = 1), as determined by RNA-seq. Note that expression levels of most X-linked genes were comparable, regardless of *Dnmt3* status. Solid lines in each box indicate the median. The bottom and top of the boxes are lower and upper quartiles, respectively. Whiskers extend to ±1.5 IQR. **b** Relative gene expression levels (FPKM + 1) of PcG target developmental genes (*n* = 206) in *Dnmt3* KO 2i-MEFs (*n* = 1) vs. WT 2i-MEFs (*n* = 1), as determined by RNA-seq. Note that most PcG target genes were expressed at similar levels. Only a small subset of genes was modestly upregulated in *Dnmt3* KO 2i-MEFs. **c** Expression level (FPKM) of PcG target genes, as determined by RNA-seq. Genes methylated more than 15% at TSS ± 1000 bp in WT 2i-MEFs are shown. A small subset of genes was modestly derepressed in *Dnmt3a* KO 2i-MEFs relative to the other cell types. **d** qRT-PCR analysis for *Pax8* in 2i-MEFs. Note that *Pax8* was derepressed exclusively in *Dnmt3a* KO 2i-MEFs. Data are presented as means ± SD. The mean expression level of 2i-MEFs was defined as 1. Statistical analysis was performed by Student’s *t* test (WT vs 3a KO *p* = 0.0083: WT vs 3b KO *p* = 0.0084; two-sided, *n* = 3 biologically independent samples). **e** DNA methylation status at promoters of representative PcG target genes that exhibited modest derepression upon *Dnmt3a* depletion (e.g., *Hoxa2* and *Pax8*). Data from two independent experiments are shown. Each bar indicates a CG site, and bar height represents methylation percentage (0–100%). Locations of genes and CGIs are indicated below.

### Tissue-specific methylation at PcG target genes by DNMT3A

Our previous study demonstrated that female 2i/L ES cells exhibit a massive erasure of genomic imprints and harbor an impaired autonomous developmental potential^16^, which raised the possibility that the observed changes in DNA methylation are not directly associated with DNMT3 de novo DNA methylation activity. To investigate DNMT3A-mediated de novo methylation during embryonic development in vivo, we obtained various tissues (brain, limb, heart, lung, and liver) from *Dnmt3a* WT and null embryos at E14.5 (Fig. 5a, b). We then performed MethylC-seq analysis to compare DNA methylation patterns at PcG target developmental genes in different tissues (Supplementary Fig. 1b). Notably in this regard, PcG target genes in different tissues exhibited distinct DNA methylation levels in WT embryos. For example, the *Hoxb* cluster is methylated in the heart and liver, but remains unmethylated in the brain (Fig. 5c). Notably, genetic ablation of *Dnmt3a* resulted in a reduction in DNA methylation at the *Hoxb* cluster in the heart and liver (Fig. 5c). Moreover, other PcG target developmental genes such as Chromo, T-box, and *Hox* families also exhibited tissue-specific methylation patterns in WT organs, but were hypomethylated in *Dnmt3a* KO tissues (Fig. 5d–e and Supplementary Fig. 7). Conventional bisulfite sequencing analysis confirmed that the tissue-specific methylation at *Meis1* is mediated by DNMT3A (Supplementary Fig. 8a). 

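Gene expression in E14.5 heart and liver was measured by RNA-seq in 1 *Dnmt3a* WT and 1 *Dnmt3a* KO embryo, which gave 4 libraries. FPKM values were computed by the authors as for the fibroblasts. The estimated depth was 18928450 mapped reads in WT heart, 15402093 in KO heart, 26171387 in WT liver and 25697475 in KO liver. A single read on a transcript of 2000 bases was worth between 0.0212 FPKM (WT liver) and 0.036 FPKM (KO heart). *Dnmt3a* followed the genotype labels in liver, with 53.5 FPKM in WT and 12.7 FPKM in KO. In heart it went against them, with 55.0 FPKM in WT and 125 FPKM in the library labelled *Dnmt3a* KO. The KO libraries of both tissues are therefore named by their label. On the scale of FPKM + 1, PcG target genes differed less than 2-fold between genotypes at 203 of 206 genes (98.5%) in heart and at 203 of 206 in liver. This pseudocount of 1 damps changes of weakly expressed genes, and a gene under 1 FPKM in both libraries cannot reach 2-fold. Many of these genes were weakly expressed, with 66 at 1 FPKM or more in WT heart and 47 in WT liver. The difference between genotypes has no replicate check in either tissue.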

Consistent with the notion that PcG target developmental genes are regulated by cooperative epigenetic mechanisms, most PcG target genes were expressed at similar levels in WT and *Dnmt3a* KO tissues (Fig. 5f and Supplementary Fig. 8b). Notably, gene bodies of transcriptionally active PcG target developmental genes were highly methylated in both the heart and liver, but were less methylated in *Dnmt3a* KO tissues (Supplementary Fig. 8c), affirming that de novo methylation at gene bodies of PcG target developmental genes is mediated by DNMT3A in vivo. Taken together, these results underscore the essential role of DNMT3A in establishing tissue-specific DNA methylation patterns at PcG target developmental genes during embryonic development.

**Fig. 5:**
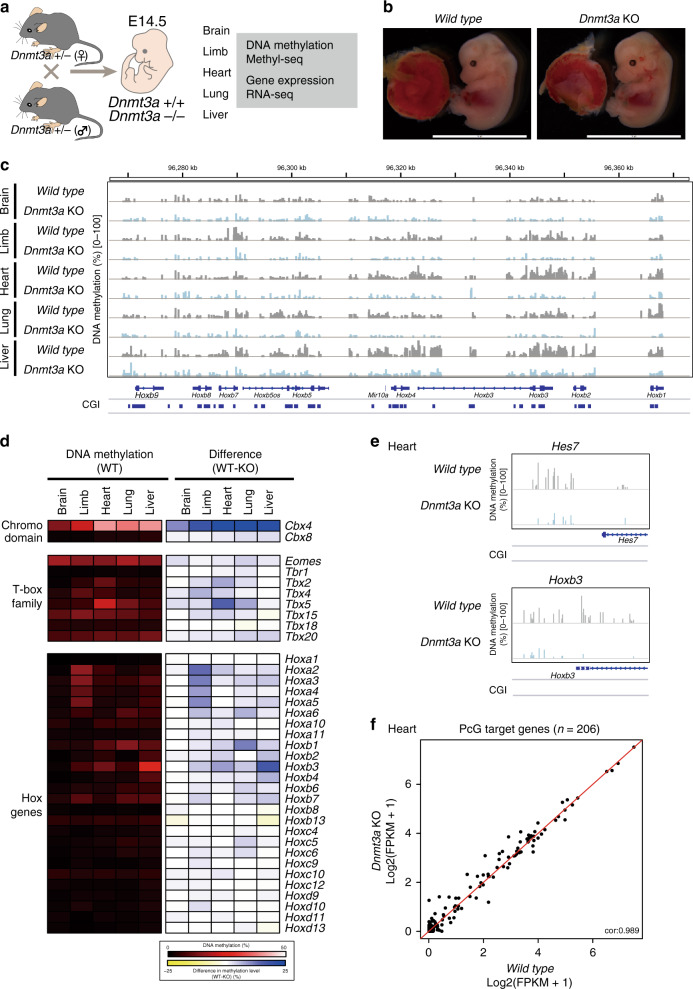
Tissue-specific methylation at PcG target genes by DNMT3A. **a** Schematic of experimental design. Various organs (brain, limb, heart, lung, and liver) were obtained from *Dnmt3a* WT and KO embryos at E14.5 for subsequent analyses. **b** Representative image of *Dnmt3a* WT and KO embryos at E14.5. No obvious phenotypic changes were observed in *Dnmt3a* KO embryos. Scale bars, 10 mm. **c** CpG methylation levels at the *Hoxb* cluster in *Dnmt3a* WT and KO organs (brain, limb, heart, lung, and liver), as determined by MethylC-seq. Each bar indicates a CpG site, and bar height represents methylation percentage (0–100%). Locations of genes and CGIs are indicated below. **d** The left panel shows mean DNA methylation levels at CpG sites within each representative PcG target gene in various organs, as determined by MethylC-seq. The right panel shows methylation differences between *Dnmt3a* WT and KO organs. Color scales indicate DNA methylation levels and their differences, respectively. **e** DNA methylation status at promoters of *Hes7* and *Hoxb3*. Each bar indicates a CG site, and bar height represents methylation percentage, as determined by MethylC-seq (0–100%). Locations of genes and CGIs are indicated below. **f** Expression levels (FPKM + 1) of PcG target genes in hearts of *Dnmt3a* WT and KO embryos, as determined by RNA-seq.

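Across the 206 PcG target genes, log2(FPKM + 1) in WT heart and in the heart labelled *Dnmt3a* KO had a Pearson correlation of 0.989. This correlation is across genes within a pair of libraries, and genes are not independent replicates. With Spearman's correlation in place of Pearson's, the value was 0.909. In total, 3 genes rose at least 2-fold in FPKM + 1 in the heart labelled *Dnmt3a* KO. *En2* (chromosome 5, 28165694 to 28172166) was at 1.4 FPKM and listed at 0 in WT, *Bach2* was at 7.47 against 3.15 FPKM and *Grhl2* at 1.65 against 0.297 FPKM. On this scale no PcG target gene fell at least 2-fold. The largest falls were at *Lef1* (1.27 against 3.52 FPKM, log2 ratio -0.99, or 2.76-fold in FPKM itself) and *Tbx18* (8.42 against 13.0 FPKM, log2 ratio -0.57). A pseudocount of 0.1 gave 17 genes that rose and 7 that fell at least 2-fold. These directions rest on a genotype label that the level of *Dnmt3a* did not follow in heart. Among the 68 genes with a mean of at least 1 FPKM, the median log2 ratio was 0.03, at the 77.6 percentile of matched random lists. The paper relates similar levels in WT and KO tissues to the notion that several epigenetic mechanisms cooperate in regulating these genes.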

### Reduced DNA methylation in patients with *DNMT3* mutations

Finally, we investigated the unique functions of DNMT3A and DNMT3B in humans. Somatic inactivating mutations of *DNMT3A* and *DNMT3B* have been reported in AML^27^ and ICF syndrome patients^7^, respectively. To investigate the possible link between an impaired DNMT3 function and altered DNA methylation in human diseases, we first analyzed DNA methylation status at mouse DNMT3B target genes in ICF patients harboring a *DNMT3B* mutation. Human homologs of a subset of mouse DNMT3B target genes were similarly hypomethylated in *DNMT3B* mutant ICF patients relative to control patients (Fig. 6a). Importantly, in addition to the *PCDH* family of genes, previously reported to be hypomethylated in ICF patients, we identified additional genes that were hypomethylated in both *Dnmt3b* KO 2i-MEFs and ICF patients (e.g., *TMEM151A*) (Fig. 6a,b). Taken together, our results provide candidate genes that may be involved in the pathogenesis of ICF syndrome.

**Fig. 6:**
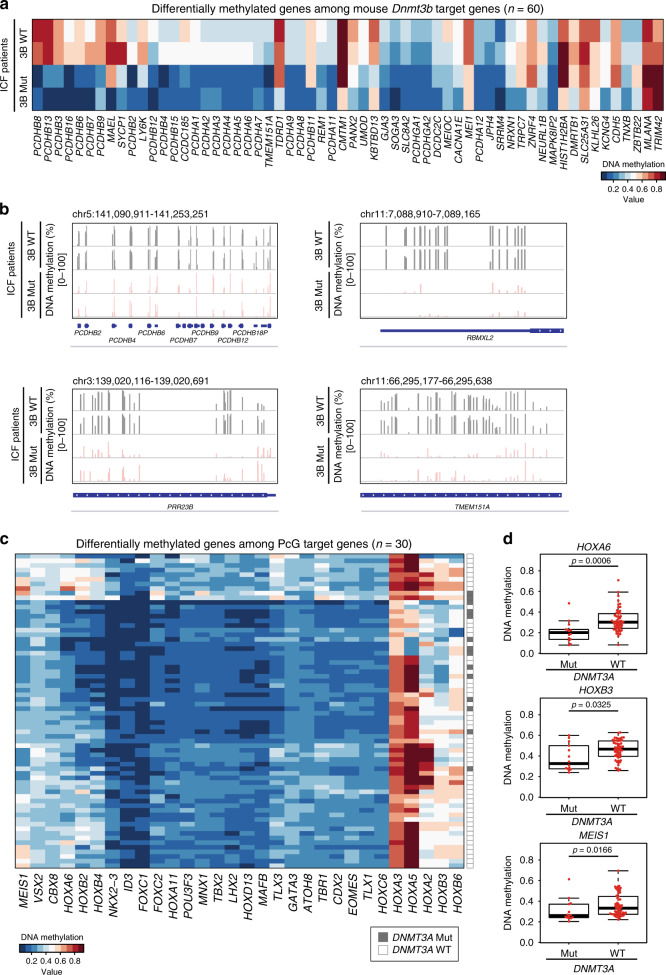
Reduced DNA methylation in patients with DNMT3 mutations. **a** Heatmap of DNA methylation levels at differentially methylated genes in mouse DNMT3B target genes in ICF syndrome patients-derived B cell lines [*DNMT3B* wildtype (WT): two patients, *DNMT3B* mutant (Mut): two patients], as determined by reduced representation bisulfite sequencing (RRBS). Genes differentially methylated (|WT-Mut| >= 0.1) between WT and *DNMT3B* Mut are shown (*n* = 60). Note that most of differentially methylated genes (*n* = 57) exhibited reduced DNA methylation in *DNMT3B*-mutated ICF patients. DNA methylation datasets were obtained from GSE95747^49^. **b** DNA methylation status at representative loci of mouse DNMT3B target genes in ICF patients. DNMT3B target genes in mice were hypomethylated similarly in *DNMT3B*-mutated ICF patients. Each bar indicates a CG site, and bar height represents methylation percentage, as determined by RRBS (0–100%). Locations of genes are indicated below. **c** Heatmap of DNA methylation levels at PcG target developmental genes of 68 AML patients [*DNMT3A* wildtype (WT): 54 patients, *DNMT3A* mutant (Mut): 14 patients] by Infinium assay obtained from GSE62298^29^. Thirty PcG target genes whose average methylation levels within gene bodies differed (*p* < 0.05; two-sided, Mann–Whitney U-test) between *DNMT3A* WT (white) and *DNMT3A* Mut (gray) are shown. Color scale indicates DNA methylation levels. **d** Box plots of DNA methylation levels within gene bodies of *HOXA6*, *HOXB3*, and *MEIS1* in *DNMT3A* WT (54 patients) and *DNMT3A* Mut (14 patients) AML. Bold black lines indicate the median methylation levels. The bottom and top of the box are lower and upper quartiles, respectively. Whiskers extend to ±1.5 IQR. (*HOXA6*, *p* = 0.0006: *HOXB3*, *p* = 0.0325: *MEIS1*, *p* = 0.0166; two-sided, Wilcoxon signed-rank test).

We then examined the relationship between the *DNMT3A* mutations and DNA methylation levels at PcG target developmental genes in AML. Consistent with the assumption that *DNMT3A*-inactivating mutations impair repression of PcG target developmental genes, previous studies reported that some PcG target developmental genes, such as *HOX* genes and *MEIS1*, are dysregulated in AML and *Dnmt3a* null mouse hematopoietic stem cells^28–30^. To explore this further, we examined a correlation between the presence of the *DNMT3A* mutations and DNA methylation levels at PcG target developmental genes in AML using public datasets (GSE62298). Notably, among 30 differentially methylated PcG target developmental genes, 29 (e.g., *HOXA6*, *HOXB3*, and *MEIS1*) were hypomethylated in *DNMT3A* mutant AML (R882: major mutation) relative to *DNMT3A* WT AML, suggesting that inactivating *DNMT3A* mutation causes defects in epigenetic repression of PcG target developmental genes (Fig. 6c, d). These results are also consistent with those of a recent study demonstrating that a gain-of-function mutation at *DNMT3A* causes microcephalic dwarfism and hypermethylation of PcG-regulated genes^31^. Collectively, these data suggest that the region specificity of de novo methylation by DNMT3A and DNMT3B is essentially shared between mice and humans.

## Discussion

Although de novo DNA methylation plays a pivotal role during embryonic development, important unsolved questions include precise roles of each DNMT3 enzyme. In this study, we utilized the hypomethylated ES cells as starting materials in a combination with genetic disruption of *Dnmt3* family methyltransferases, and successfully unveiled the distinct region-specificity of de novo methylation activity of these enzymes. Consistent with a previous report, most regions are similarly methylated in WT, *Dnmt3a* KO, and *Dnmt3b* KO cells after differentiation, indicating the redundant function of DNMT3A and DNMT3B. However, we found that DNMT3B has a higher activity of de novo methylation than DNMT3A, which is remarkably pronounced at CGIs on X chromosome. In contrast, de novo methylation at PcG target developmental genes requires DNMT3A, which is different from the mechanism in the extraembryonic lineage. Furthermore, we showed that tissue-specific de novo methylation at PcG target developmental genes is mediated by DNMT3A and is mechanistically associated with stable repression of a small subset of the PcG target genes. Notably, no gene was identified to be hypomethylated in *Dnmt3a* KO epiblasts when compared with WT epiblasts. Indeed, most of identified DNMT3A target genes are unmethylated in epiblasts (Supplementary Fig. 9a, b), suggesting that de novo DNA methylation at these loci occurs after implantation. Unexpectedly, we found that DNMT3A confers gene body methylation at PcG target developmental genes, which is in contrast to other genes being methylated by DNMT3B. Moreover, we showed that human diseases harboring inactivating mutations at *DNMT3* family genes exhibit reduced methylation at hypomethylated regions in mouse *Dnmt3a* and *Dnmt3b* KO cells.

Here we showed that de novo DNA methylation on the X chromosome mainly depends on DNMT3B but not on DNMT3A while de novo methylation at PcG target developmental genes is mediated by DNMT3A. It should be noted that the inactive X chromosome is heavily targeted by Polycomb complexes^32^, suggesting that distinct mechanisms are involved in de novo methylation at PcG target genes. Notably, more pronounced reduction in DNA methylation was observed at LINEs in *Dnmt3b* KO than *Dnmt3a* KO 2i-MEFs. Given that greater occurrence of LINEs on the X chromosome than on autosomes, the enriched LINEs may account for the preferential reduction in DNA methylation at the X chromosome in *Dnmt3b* KO 2i-MEFs.

In summary, taking advantage of DNA-hypomethylated 2i/L ES cells, we identified a set of unique de novo target sites for DNA methylation by both DNMT3 enzymes during mammalian development. Our findings have important implications regarding the roles of de novo methyltransferases in epigenetic regulation of mammalian development and diseases.

## Methods

### Data reporting

No statistical methods were used to predetermine sample size. No experiments were randomized. Investigators were not blinded to allocation during the experiments.

### Establishment and culture of ES cells

Zygotes with an F1 genetic background (129 × 1/SvJ and MSM/Ms) were obtained by in vitro fertilization. S/L ES and 2i/L ES cells were established in a previous study^16^. Cells were maintained at 37 °C in an atmosphere containing 5% CO_2_. Briefly, S/L ES cells were established and maintained on feeders (mitomycin C-treated MEFs) in KO DMEM (GIBCO) containing 2 mM L-glutamine, 100× NEAA, P/S, 15% FBS, 0.11 mM β-mercaptoethanol (GIBCO), and 1000 U/ml human recombinant LIF (Wako). To establish S/L ES cells, a blastocyst was placed on feeders in 24-well plates (passage number 0: p0). After expansion of the ICM, the cells were passaged into 24-well plates (p1), followed by a second passage into six-well plates (p2) and a third passage into 6 cm dishes (p3). For derivation of 2i/L ES cells, a blastocyst was placed on feeders in 24-well plates in KO DMEM containing 2 mM L-glutamine, 100× NEAA, P/S, 15% FBS, 0.11 mM β-mercaptoethanol, 1000 U/ml LIF, 1 μM PD0325901 (STEMGENT), and 3 μM CHIR99021 (STEMGENT) (p0). After passage into 24-well plates (p1), the cells were maintained without feeders in DMEM/F12 (GIBCO) and Neurobasal (GIBCO) supplemented with the B27 (GIBCO) and N2 cell supplement (GIBCO), P/S, 2 mM Glutamax (GIBCO), 1000 U/ml LIF, 1 μM PD0325901, and 3 μM CHIR99021. Cells were passaged into six-well plates (p2) and expanded into 6-cm dishes (p3).

### Genetic deletions of *Dnmt3a* and *Dnmt3b* in ES cells

Knockout of *Dnmt3a* or *Dnmt3b* for 2i/L ES cells was performed using CRISPR/Cas9^16^. 2i/L ES cells at p3 were used to establish KO lines. sgRNA sequences were as follows: *Dnmt3a*, ACCGCCTCCTGCATGATGCG; *Dnmt3b*: AATGCACTCCTCATACCCGC.

### Establishment of 2i-MEFs by blastocyst injection

Female ICR mice were treated with pregnant mare serum gonadotropin (PMSG; 7.5 IU) and human chorionic gonadotropin (hCG; 7.5 IU) by intraperitoneal injection. Embryos were rinsed with M2 medium (Sigma) and cultured in KSOM medium until development into blastocysts. WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i/L ES cells were trypsinized, and 7–8 cells per embryo were injected into the blastocoels of E3.5 blastocysts. Injected blastocysts were transferred into the uteri of pseudopregnant ICR mice. A Fully Automated Fluorescence Stereo Microscope Leica M205 FA (Leica MICROSYSTEMS) was used to observe GFP-labeled embryos. MEFs were isolated from E14.5 embryos and cultured in DMEM (Nacalai Tesque) with 2 mM L-glutamine (Nacalai Tesque), 100× nonessential amino acids (NEAA) (Nacalai Tesque), 100 U/ml penicillin, 100 μg/ml streptomycin (P/S) (Nacalai Tesque), and 10% fetal bovine serum (FBS) (GIBCO). To remove host cells, GFP-labeled MEFs were collected by fluorescence activated cell sorting (Aria II, BD) after selection with 350 μg/ml G418 disulfate aqueous solution (Nacalai Tesque) for 7 days.

### Establishment of *Dnmt3a* or *Dnmt3l* WT and KO MEFs

*Dnmt3a* WT and KO embryos were obtained by crossing *Dnmt3a* heterozygous KO (B6;129S4-Dnmt3a < tm1Enl>) mice^5^. *Dnmt3l* WT and KO embryos were obtained by crossing *Dnmt3l* heterozygous KO mice^12^. MEFs were isolated from E14.5 embryos.

### EpiLC induction

Culture medium for EpiLCs induction^33^ was DMEM/F12 + Neurobasal containing B27 and N2 cell supplements, 20 ng/ml recombinant human activin A (R&D Systems), 12 ng/ml bFGF (Wako), 100 U/ml penicillin, 100 μg/ml streptomycin, and 1% KO serum replacement (GIBCO).

### Animals

All animal studies were conducted in compliance with ethical regulations in The University of Tokyo and Kyoto University and were approved by Institute of Medical Sciences, The University of Tokyo and Center for iPS Cell Research and Application (CiRA), Kyoto University. MSM/Ms were obtained from RIKEN Bio Resource Center^34,35^. B6;129S4-Dnmt3a < tm1Enl> mice^5^ were obtained from RIKEN Bio Resource Center. C57BL/6, 129×1/SvJ, ICR mice, and pseudopregnant ICR mice were purchased from SLC. Noon of the day when a plug was observed was designated as embryonic day (E) 0.5.

### Cell lines

All cell lines used for this study were derived in our laboratory and tested for mycoplasma contamination.

### Sex determination

The sex of cell lines and mouse embryos was determined by PCR using primers for *Sry* and *Uty*, both of which are encoded on the Y chromosome. The primers used were as follows: *Sry*-Fw, CGTGGTGAGAGGCACAAGTT; *Sry*-Rv, AGGCAACTGCAGGCTGTAAA; *Uty*-Fw, GAGTTCTTCTTGCGTTCACCATCTG; and *Uty*-Rv, CTATCTAATCCACAAAGCGCCTTCTTC.

### GFP labeling of ES cells

ES cells (p3) were labeled by *piggyBac* transposon carrying *CAG-EGFP-IRES-Neo*^36^. Plasmid and transposase (2.5 µg each) were transfected into ESCs using Xfect mESC Transfection Reagent (Clontech). Transfected cells were selected with 350 μg/ml G418 disulfate aqueous solution. GFP positive colonies were picked and established as GFP-labeled clones (p5).

### DNA/RNA extraction and cDNA synthesis

DNA was extracted using the PureLink Genomic DNA Mini Kit (Invitrogen), and RNA was extracted using the RNeasy plus Mini Kit (QIAGEN) or NucleoSpin RNA Plus (MACHEREY-NAGEL). DNA and RNA were quantified on a Nanodrop 2000c (Thermo Fisher Scientific) and Qubit (Thermo Fisher Scientific). Reverse transcription was performed using the PrimeScript^™^ II First strand cDNA Synthesis Kit (Takara).

### Quantitative RT-PCR

Quantitative PCR was performed using GoTaq qPCR Master Mix and CXR Reference Dye (Promega) on a StepOnePlus Real-Time PCR system (Applied Biosystems). Transcript levels were normalized against the corresponding level of β-actin. Primers used were as follows: *Pax8*-Fw, ATGCCTCACAACTCGATCAGA; *Pax8*-Rv, ACAATGCGTTGACGTACAACTT; *β-Actin*-Fw, GCCAACCGTGAAAAGATGAC; and *β-Actin*-Rv, TCCGGAGTCCATCACAATG.

### Ezh2 inhibitor (GSK126) treatment

Cells were seeded at a density of 2 × 10^5^ cells on six-well plates the day before GSK126 treatment. The cells were then cultured in medium containing 10 μM GSK126 (Funakoshi) for 2 days.

### Western blot

Cells were dissolved in 500 μl of RIPA lysis buffer containing protease inhibitor cocktail (Nacalai Tesque), dithiothreitol (Wako), and phosphatase inhibitor cocktail (Nacalai Tesque). For histone extraction, cells were washed with PBS and treated with trypsin for 5 min. Cells (1 × 10^6^) were lysed with extraction buffer on ice. The suspension was centrifuged at 12,000 rpm for 10 s, and the supernatant was removed. Next, 0.2 M H_2_SO_4_ was added to the pellet, and the suspension was then centrifuged at 12,000 rpm for 20 min. The resultant supernatant was mixed with 100% trichloroacetic acid and centrifuged at 12000 rpm for 20 min; the supernatant was removed. Acetone was added to the pellet and lysed. The suspension was then centrifuged at 12,000 rpm for 20 min, and the supernatant was removed. Finally, the pellet was lysed with 1× SDS sample buffer. Proteins were denatured with 2× SDS at 95 °C for 5 min. A total of 30 μg of denatured protein was run on a 10% SDS/PAGE gel and transferred to Amersham Hybond-P PVDF Membrane (GE Healthcare) using PowerPac HC (Bio-Rad). Membranes were blocked in blocking buffer [1× TBS with 0.05% Tween-20 (TBST) containing 4% nonfat milk (Nacalai Tesque)], and then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. Primary antibodies were as follows: anti-Dnmt3a (Novus Biological, NB120-13888, 64B1446; dilution, 1:500; Santa Cruz Biotechnology, sc-20703; dilution, 1:200) and anti-β-actin (Santa Cruz Biotechnology, sc-47778; dilution, 1:1000). Blots were rinsed with TBST. Membranes were incubated for 90 min at room temperature with HRP-conjugated secondary antibodies. Secondary antibodies used were ECL Anti-mouse IgG, HRP-linked whole antibody from sheep (GE Healthcare, NA931V; dilution, 1:5000), and ECL Anti-rabbit IgG, HRP-linked whole antibody from donkey (GE Healthcare, NA934V; dilution, 1:5000). After rinsing with TBST, Pierce ECL plus Western Blotting Substrate (Thermo Scientific) was used for visualization, and bands were detected on a LAS4000 (GE Healthcare).

### Bisulfite sequencing

DNA (200 ng) was bisulfite-treated using the EZ DNA Methylation-Gold Kit^™^ (ZYMO RESEARCH). PCR was performed with EX Taq HS (Takara). PCR products were cloned into pCR4-TOPO vector (Invitrogen). Subcloned colonies were sequenced using M13 reverse primer on an ABI 3500xL (Applied Biosystems). Primers were as follows: *Hoxa1*-Fw, AAGTTTGGGGTAATTTGGATAAAGG; *Hoxa1*-Rv, CCAACCCAAAAAAAAACCTAAACTAC; *Zfp467*-Fw, AGGTTATTTGTTTGTGTTTAGTGTG; *Zfp467*-Rv, TCCAAATATAAATCTCCCAAATCTATC; *Meis1*-Fw, AGATAGTGAGGGTTTGAAATTTAGTAAA; and *Meis1*-Rv, CCACCCCTAACTCCAAATAAAAAT.

### Library preparation for whole-genome bisulfite sequencing

DNA (500 ng, as determined by Qubit) was fragmented by sonication (Covaris) and ligated with methylated adapters supplied by TruSeq^™^ DNA, Sample Prep Kit-v2 (Illumina). Subsequently, DNA was bisulfite-treated using EZ DNA Methylation-Gold Kit^™^. Final library amplification was performed using *Pfu* Turbo Cx (Agilent Technologies). Sequencing libraries were assessed on a Bioanalyzer (Agilent Technologies) and quantified using the KAPA Library Quantification Kit (KAPA BIOSYSTEMS). The libraries were then sequenced on a HiSeq 2500 (Illumina) as 2× 100 bp or 2× 101 bp paired-end reads.

### Library preparation for target-captured bisulfite sequencing

DNA (3 μg, as determined by Qubit) was fragmented by sonication. Subsequently, library preparation was performed using the SureSelect^XT^ Mouse Methyl-Seq Reagent Kit (Agilent Technologies). The Methyl-Seq Kit could enrich 109 Mb of mouse genomic regions including CpG islands, Gencode promoters, DNase I hypersensitive sites, and tissue-specific DMRs. DNA was bisulfite-treated using the EZ DNA Methylation-Gold Kit^™^. Sequencing libraries were assessed by Bioanalyzer and quantified using the KAPA Library Quantification Kit. The libraries were then sequenced on a HiSeq 2500 (Illumina) as 2× 100 bp or 2× 101 bp paired-end reads.

### Library preparation for RNA sequencing

RNA (200 ng) was prepared for library construction. High-quality RNA (RNA Integrity Number value ≥8, as determined by Bioanalyzer) was used for library preparation. RNA-seq libraries were generated using the TruSeq Stranded mRNA LT sample prep kit (Illumina). PolyA-containing mRNA was purified by magnetic beads conjugated to poly-T oligos, and RNA was fragmented and primed for cDNA synthesis. Cleaved RNA fragments were reverse transcribed into first-strand cDNA using transcriptase and random primers. Second-strand cDNA was synthesized by incorporation of dUTP, and ds cDNA was separated using AMPure XP beads (Beckman Coulter). A single “A” nucleotide was added to the 3′ ends of the blunt fragments, and adapters with index were ligated to the ends of ds cDNAs. ds cDNA fragments were amplified by PCR using PCR primer Cocktail (Illumina). The number of PCR cycles was minimized (11–15 cycles) to avoid skewing the representation of the libraries. RNA-seq libraries were sequenced on a NextSeq500 (Illumina) as 75 bp single reads.

### DNA methylation data analyses

For WGBS and MethylC-seq analyses of 129/MSM genetic background cells and tissues, SNP data for MSM/Ms were obtained from the NIG Mouse Genome Database (MSMv4HQ, http://molossinus.lab.nig.ac.jp/msmdb/index.jsp), and the MSM/Ms mouse genome was reconstructed from mm10 using these SNPs. Information about indels was not used in this study. Bases with low-quality scores and the adapters in all sequenced reads were trimmed with cutadapt-1.14^37^. Trimmed reads were mapped independently to both the B6 (mm10) and MSM/Ms mouse genomes using the Bismark software-v0.18.2^38^ with bowtie2 (version 2.3.0)^39^. Reads uniquely mapped to the same chromosome and positions of both B6 and MSM/Ms genomes were used for further analyses. B6 (129)-derived and MSM/Ms-derived sequenced reads were determined based on MSM/Ms SNP data. The Y chromosome and mitochondrial genome were omitted from the MSM/Ms reference genome due to the lack of SNP data. SNPs in CpG sites were excluded, and the patterns of bisulfite conversion were taken into account in the determination of parental alleles. Methylated cytosines were extracted from reads using the Bismark methylation extractor with the following options:–ignore 10–ignore_r2 10–ignore_3prime 5–ignore_3prime_r2 5. For MethylC-seq analysis of B6 genetic background tissues, trimmed reads were mapped to the mouse genome (mm10) using Bismark software-v0.18.2 with bowtie2 (version 2.3.0) and default settings, and uniquely mapped reads were used for extraction of methylated cytosines using the Bismark methylation extractor with options–ignore 10–ignore_3prime 5 (single-end reads) or–ignore 10–ignore_r2 10–ignore_3prime 5–ignore_3prime_r2 5. For MethylC-seq analysis, because probe sequences of the SureSelect^XT^ were designed for the original top strand, only the original bottom data were used for this analysis. The Integrative Genomics Viewer (version 2.8.2)^40^ was used to visualize CpG methylated status (CpG sites at ≥5× coverage). Genomic locations for each genetic element were described previously^41^. UCSC LiftOver^42^ (http://genome.ucsc.edu/) was used to convert the coordinates of the mm9 assembly to those of the mm10 assembly.

### Identification of differentially methylated loci and regions

The R/Bioconductor package DSS^43^ was used to identify differentially methylated loci and regions. For identification of epiblast-specific methylated loci (Fig. 1b), the DMLtest function in the DSS package (FDR < 0.05, Epi > ICM) was used with WGBS data (CpG sites at ≥5× coverage) obtained from GSE84236 to determine significantly differentially methylated loci. For identification of DNMT3A and DNMT3B target regions globally (Fig. 2a and Supplementary Data 2), the DMLtest function in the DSS package (FDR < 0.01 and difference in methylation levels (WT–KO) > 0.4) was used with 1k tiled CpG methylation WGBS data (CpG sites at ≥10× coverage) to determine significantly differentially methylated tiles (DMTs; Supplementary Data 1). For identification of DNMT3A and DNMT3B target genes (Fig. 2b, c, Supplementary Fig. 3a, b and Supplementary Data 1–5), the DMLtest and callDMR functions in the DSS package (delta = 0.2, p.threshold = 0.00001, minCG = 10) were used with MethylC-seq data (CpG sites at ≥50× coverage) to determine significantly differentially methylated regions (DMRs, each KO vs WT, Supplementary Data 2 and 4). The genes included in the DMRs (WT > KO) were defined as target genes (Supplementary Data 3 and 5). Gene locations were obtained from the GENCODE annotation file (vM15).

### RNA-seq data analyses

After trimming of adaptor sequences and low-quality bases with cutadapt-1.15^37^, sequenced reads were mapped to the mouse reference genome (mm10) using tophat-2.1.1^44^ with the GENCODE version M15 annotation.gtf file and the aligner Bowtie2-2.3.2^39^. Uniquely mapped reads (MAPQ ≥ 20) were used for further analyses. The expression level of each gene was calculated as fragments per kilobase per million mapped reads (FPKM) using cufflinks-2.2.1^45^.

### ChIP-seq data analysis

Raw ChIP-seq data (Dnmt3a and Dnmt3b binding data) in ES cells were obtained from GSE57413^14^. Adaptors and low-quality bases at the 3′ ends of reads were trimmed using cutadapt-1.15^37^. Untrimmed and trimmed reads of 20 bp or more were mapped to the mouse genome (mm10) with BWA 0.7.12^46^. Duplicate reads, chimeric reads, and reads with low mapping quality (MAPQ < 20) were removed using Picard (http://broadinstitute.github.io/picard/) and SAMtools^47^. Reads mapped to blacklisted regions (https://sites.google.com/site/anshulkundaje/projects/blacklists) were excluded from further analysis. Average ChIP-seq plots were drawn using ngsplot-2.47^48^.

### Reporting summary

Further information on research design is available in the Nature Research Life Sciences Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All data analyzed by WGBS, MethylC-seq, and RNA-seq were deposited in the Gene Expression Omnibus (GEO) under accession number GSE111172. MethylC-seq data from *Dnmt3a* WT tissue were deposited under accession number GSE111173. The publicly available datasets used in this study are: GSE84236, GSE95747, GSE62298, GSE57413, GSE96529, GSE95747, GSE62298. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. The source data underlying Supplementary Fig 4c are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: Identification of distinct loci for de novo DNA methylation by DNMT3A and DNMT3B during mammalian development
**Source:** Nat Commun. 2020 Jun 24;11:3199. doi: 10.1038/s41467-020-16989-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Identification of distinct loci for *de novo* DNA methylation by DNMT3A and DNMT3B during mammalian development**

Yagi et al.

**Inventory of Supplementary Information**

**Supplementary Figures (Supplementary Figures 1-9)**

**Legends to Supplementary Figures**

# Supplementary Figure 1

a

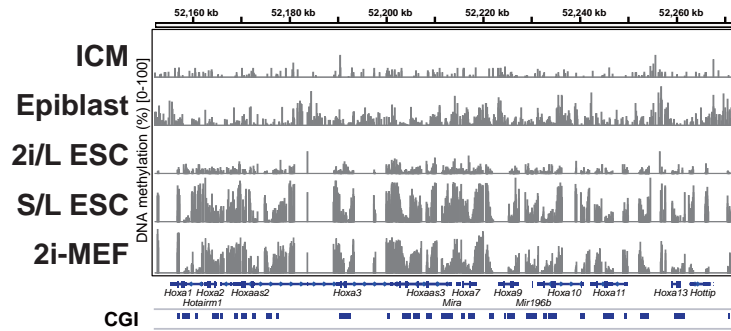

b

| Cell Type | Sample Name        | Gender | Passage No. | Genetic Background | Method      | Seq Type   | Read No. (Mb) | C-T conversion rate (%) |
|-----------|--------------------|--------|-------------|--------------------|-------------|------------|---------------|-------------------------|
| MEF       | 2i-MEFs WT rep1    | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 81.3 (×2)     | 99.08                   |
| MEF       | 2i-MEFs 3a KO rep1 | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 97.8 (×2)     | 99.02                   |
| MEF       | 2i-MEFs 3b KO rep1 | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 90.5 (×2)     | 99.06                   |
| MEF       | 2i-MEFs WT rep1    | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 77.7 (×2)     | 99.52                   |
| MEF       | 2i-MEFs 3a KO rep1 | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 105.4 (×2)    | 99.39                   |
| MEF       | 2i-MEFs 3b KO rep1 | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 93.8 (×2)     | 99.44                   |
| MEF       | 2i-MEFs WT rep2    | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 36.6 (×2)     | 98.99                   |
| MEF       | 2i-MEFs 3a KO rep2 | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 37.4 (×2)     | 99.01                   |
| MEF       | 2i-MEFs 3b KO rep2 | XX     | p1          | 129/MSM (♀/♂)      | MethylC-seq | Hiseq Pair | 31.8 (×2)     | 99                      |
| MEF       | 2i-MEFs WT rep2    | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 121.9 (×2)    | 99.51                   |
| MEF       | 2i-MEFs 3a KO rep2 | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 136.4 (×2)    | 99.53                   |
| MEF       | 2i-MEFs 3b KO rep2 | XX     | p1          | 129/MSM (♀/♂)      | WGBS        | Hiseq Pair | 122.6 (×2)    | 99.55                   |
| Brain     | Brain 3a WT        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 27.1 (×2)     | 99.46                   |
| Brain     | Brain 3a KO        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 30.2 (×2)     | 99.45                   |
| Limb      | Limb 3a WT         | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 26.5 (×2)     | 99.44                   |
| Limb      | Limb 3a KO         | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 25.9 (×2)     | 99.45                   |
| Heart     | Heart 3a WT        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 40.8 (×2)     | 99.42                   |
| Heart     | Heart 3a KO        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 23.5 (×2)     | 99.44                   |
| Lung      | Lung 3a WT         | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 29.3 (×2)     | 99.44                   |
| Lung      | Lung 3a KO         | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 26.1 (×2)     | 99.44                   |
| Liver     | Liver 3a WT        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 33.2 (×2)     | 99.45                   |
| Liver     | Liver 3a KO        | XY     | -           | B6                 | MethylC-seq | Hiseq Pair | 23.3 (×2)     | 99.47                   |

c

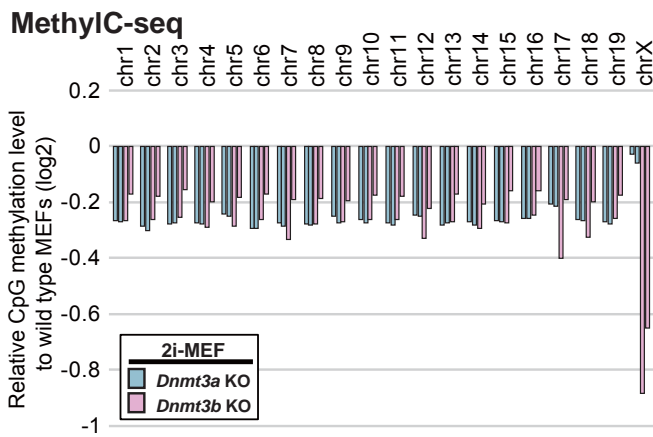

d

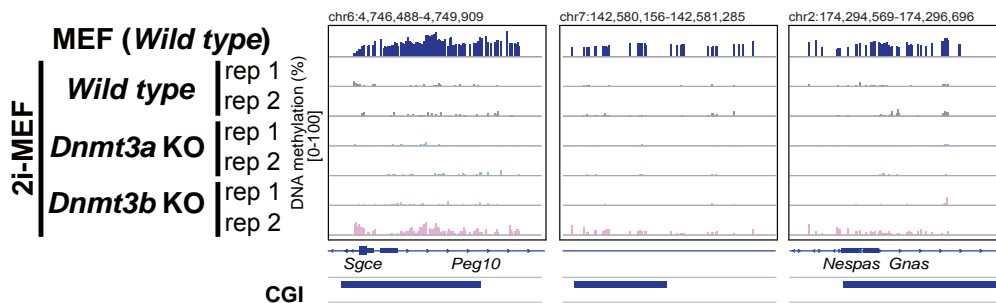

**Supplementary Figure 1:**

**2i/L ES cells for dissecting unique targets of *de novo* methylation by DNMT3 enzymes**

a: CpG methylation levels at the *Hoxa* cluster. Each bar indicates a CpG site, and bar height represents methylation percentage (0–100%). Locations of genes and CGIs are indicated below. WGBS data of ICM and epiblast were obtained from GSE84236. MethylC-seq data were used for 2i/L ES cells, S/L ES cells and 2i-MEFs.

b: Total numbers of WGBS and MethylC-seq sequenced reads used in these analyses.

c: Relative CpG methylation level ( $\log_2$ ) at each chromosome in *Dnmt3* KO 2i-MEFs vs. wild-type 2i-MEFs, as determined by MethylC-seq. Data from two independent experiments are shown. Note that the level at the X chromosome is markedly lower in *Dnmt3b* KO MEFs.

d: CpG methylation levels at imprinting control regions. Each bar indicates a CpG site, and bar height represents methylation percentage (0–100%). Locations of genes are indicated below. MethylC-seq data for wild type MEF was obtained from GSE84165.

Supplementary Figure 2

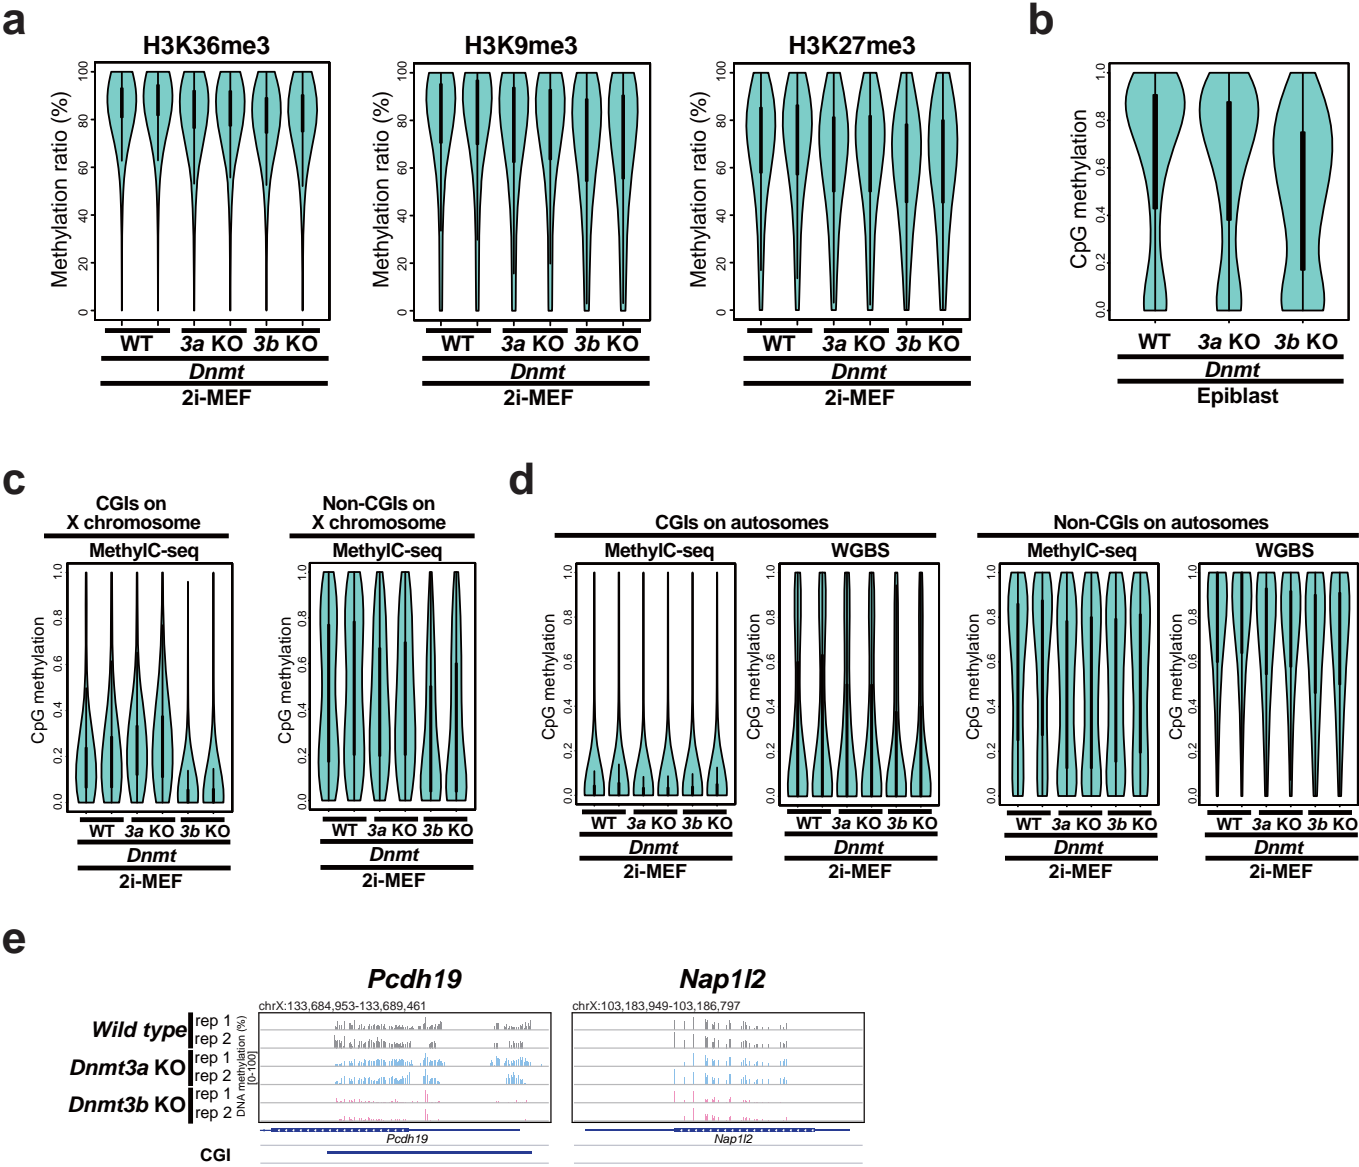

## Supplementary Figure 2:

### Predominant role of DNMT3B in global *de novo* DNA methylation on the X chromosome

a: CpG methylation levels at H3K36me<sub>3</sub>, H3K9me<sub>3</sub>, and H3K27me<sub>3</sub> marked sites in WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i-MEFs, from two independent WGBS experiments. White dots indicate median methylation levels. Black bars and the lines stretched from the bar represent interquartile range (IQR) and the lower/upper adjacent values ( $\pm 1.5$  IQR), respectively. MEF ChIP-seq data for H3K36me<sub>3</sub>, H3K27me<sub>3</sub>, and H3K9me<sub>3</sub> were obtained from GSE90895.

b: CpG methylation levels at loci that were differentially methylated between ICM and epiblast (Fig. 1b, see the methods section for details) in WT, *Dnmt3a* KO, and *Dnmt3b* KO epiblasts. RRBS data for epiblasts were obtained from GSE84236.

c: CpG methylation levels at CGIs and non-CGIs on the X chromosome in WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i-MEFs, as determined by MethylC-seq. Data from two independent experiments are shown. White dots indicate median methylation levels. DNA methylation levels at both CGIs and non-CGIs on the X chromosome were substantially reduced in *Dnmt3b* KO MEFs.

d: CpG methylation levels at CGIs and non-CGIs on autosomal chromosomes in WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i-MEFs, as determined by MethylC-seq and WGBS. Data from two independent experiments are shown.

e: Representative regions on the X chromosome, which exhibit reduced DNA methylation levels in *Dnmt3b* KO 2i-MEFs. Data from two independent experiments are shown. Each bar indicates a CpG site, and bar height represents methylation percentage (0–100%). Locations of genes and CGIs are indicated below. *Dnmt3b* KO 2i-MEFs exhibited hypomethylation at both CGIs and non-CGIs.

# Supplementary Figure 3

**a**

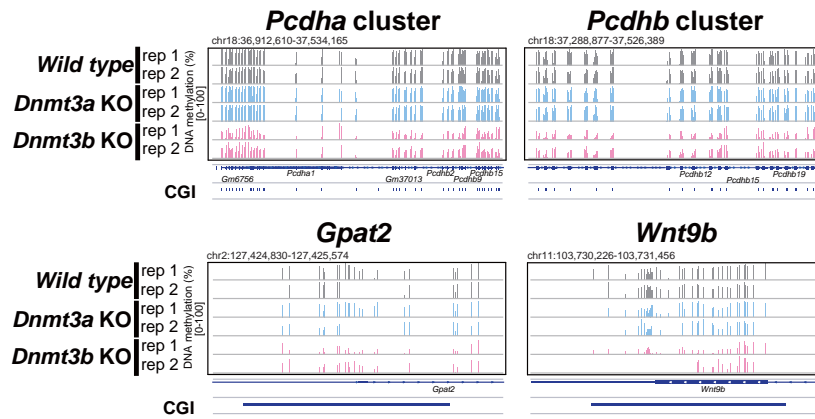

**b**

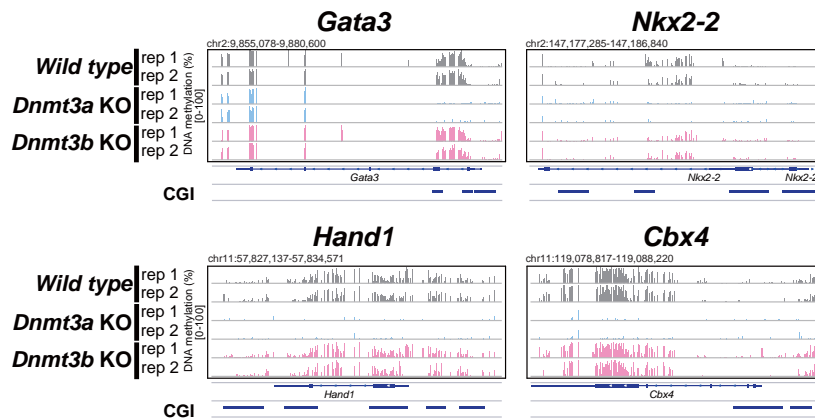

**c**

## Dnmt3b target genes

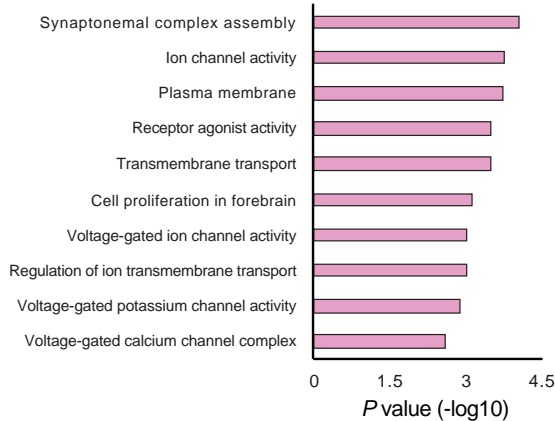

**d**

## Dnmt3a target genes

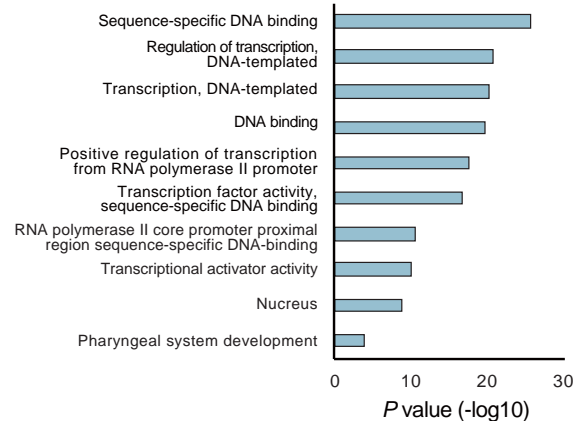

**e**

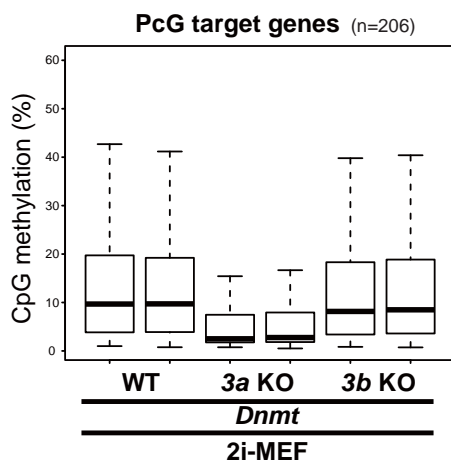

### Supplementary Figure 3:

#### Target genes of *de novo* methylation by DNMT3A and DNMT3B

a: DNMT3B target sites. Data from two independent experiments are shown. Each bar indicates a CpG site, and bar height represents methylation percentage (0–100%). Locations of genes and CGIs are indicated below.

b: DNMT3A target sites. Developmental genes exhibited reduced methylation levels in *Dnmt3a* KO 2i-MEFs.

c: GO term enrichments in the DNMT3B-specific target genes listed in Supplementary Table 5. The top 10 terms are listed. GO analysis was performed using DAVID Bioinformatics Resource 6.8. Analysis categories were narrowed down to GOTERM\_BP\_DIRECT, GOTERM\_CC\_DIRECT, and GOTERM\_MF\_DIRECT.

d: GO term enrichments in DNMT3A-specific target genes listed in Supplementary Table 3. The top 10 terms are listed. GO analysis was performed using DAVID Bioinformatics Resource 6.8. Analysis categories was narrowed down to GOTERM\_BP\_DIRECT, GOTERM\_CC\_DIRECT, and GOTERM\_MF\_DIRECT. Note that several terms related to development, DNA binding, and transcription were enriched.

e: Box plots of CpG methylation levels at PcG target developmental genes in WT, *Dnmt3a* KO, and *Dnmt3b* KO 2i-MEFs, as determined by MethylC-seq. Data from two independent experiments are shown. The bold black lines indicate median methylation levels. Bottom and top of the box are lower and upper quartiles, respectively. Whiskers extend to  $\pm 1.5$  IQR. Statistical analysis was performed by two-sided Wilcoxon signed-rank test, *3a* KO vs WT (mean methylation levels of each PcG target gene):  $p = 1.0 \times 10^{-47}$ , *3b* KO vs WT (mean methylation levels of each PcG target gene):  $p = 6.6 \times 10^{-16}$ .

# Supplementary Figure 4

**a**

Gene length; 3 kb-5 kb

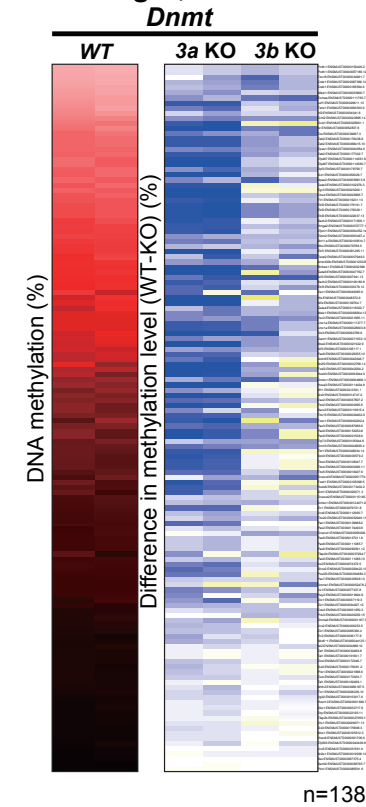

Gene length; > 5 kb

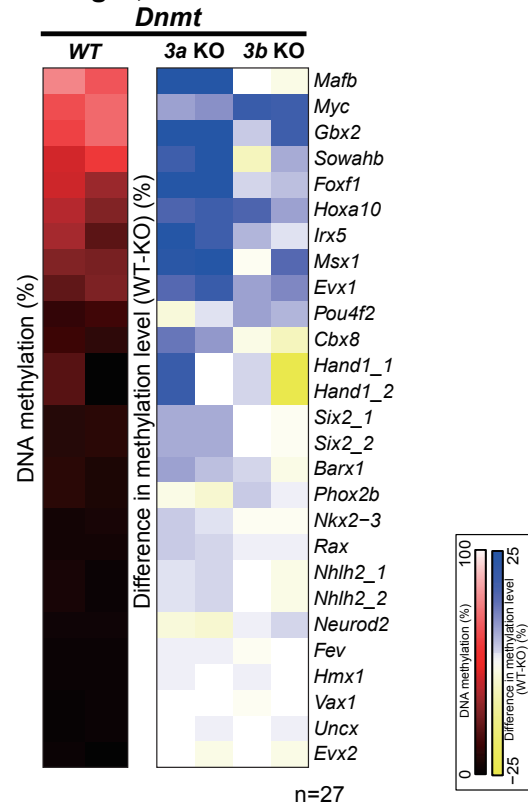

**b**

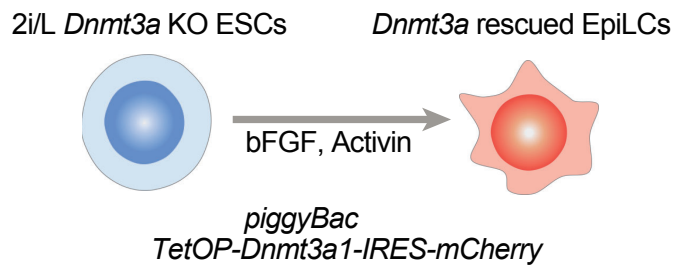

**c**

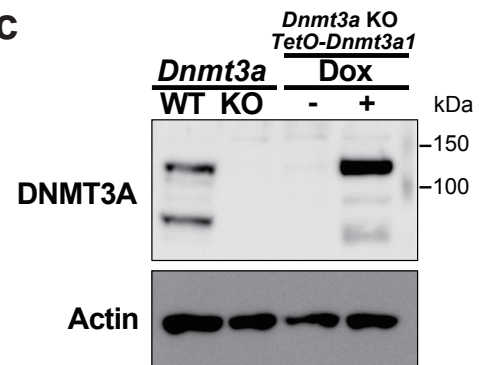

**d**

*Hoxa1* exon 2

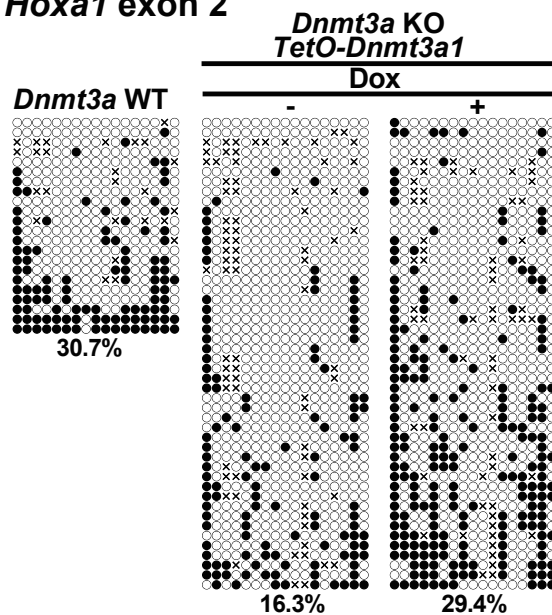

*Meis1* intron 6-7

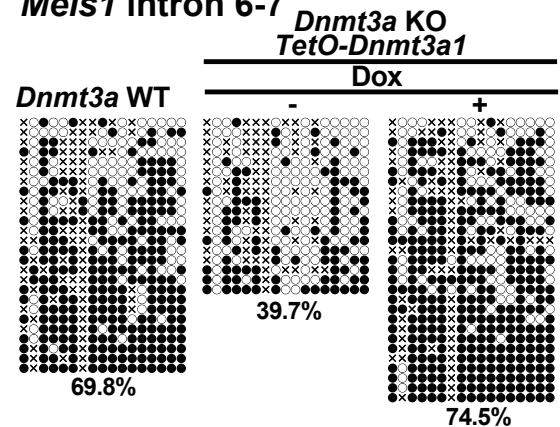

#### Supplementary Figure 4:

#### Ectopic expression of *Dnmt3a1* rescues the reduction in DNA methylation levels at PcG target genes in *Dnmt3a* KO cells

a: CpG methylation levels at PcG target developmental genes with different gene lengths in WT 2i-MEFs, as determined by two independent MethylC-seq experiments. Mean methylation levels at CpG sites within regions (from TSS to TES) and the methylation difference between WT and each *Dnmt3* KO 2i-MEFs are shown [Shorter genes: *3a* KO vs WT :  $p = 2.1 \times 10^{-5}$ , *3b* KO:  $p = 2.3 \times 10^{-1}$  (two-sided Wilcoxon signed-rank test), Longer genes: *3a* KO:  $p = 1.0 \times 10^{-36}$ , *3b* KO:  $p = 3.9 \times 10^{-16}$  (two-sided Wilcoxon signed-rank test)]. Genes are sorted by the methylation levels in the WT. Color scales indicate CpG methylation levels and their differences, respectively.

b: Strategy for rescue experiments in *Dnmt3a* KO 2i/L cells. A doxycycline (Dox)-inducible *piggyBac* vector containing *tetOP-Dnmt3a1-IRES-mCherry-EF1-rtTA-IRES-Neo* (*PB-Dnmt3a*) was used for induction of *Dnmt3a1*.

c: Western blot analysis for DNMT3A. The original 2i/L ES cells were used as the WT sample, and *Dnmt3a* KO 2i/L ES cells as the KO sample. Ectopic expression of DNMT3A1 was induced in *Dnmt3a* KO 2i/L ES cells following Dox exposure (rescue sample). Each ES cell line was differentiated into EpiLCs for 3 days prior to western blot analysis. Uncut gel images are available in a Source Data file.

d: Conventional bisulfite sequencing of *Hoxa1* and *Meis1* in EpiLCs. Open circles represent unmethylated CpGs, closed circles represent methylated CpGs, and crosses indicate undetermined methylation status. Dox<sup>+</sup>-rescued cells exhibited methylation levels similar to those of WT cells.

# Supplementary Figure 5

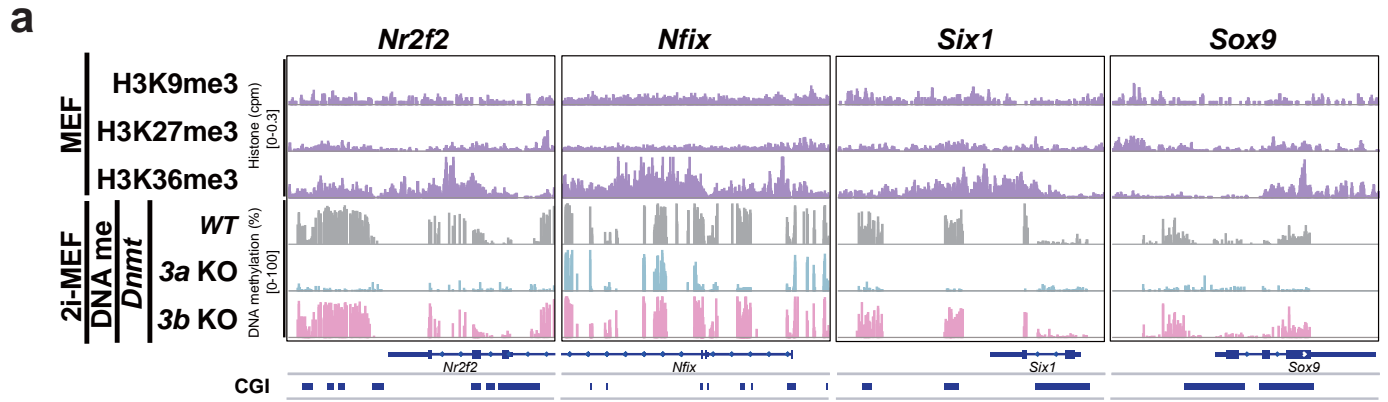

**b**

Gene length; 3 kb-5 kb, Gene body; 3 kb downstream from TSS - TES

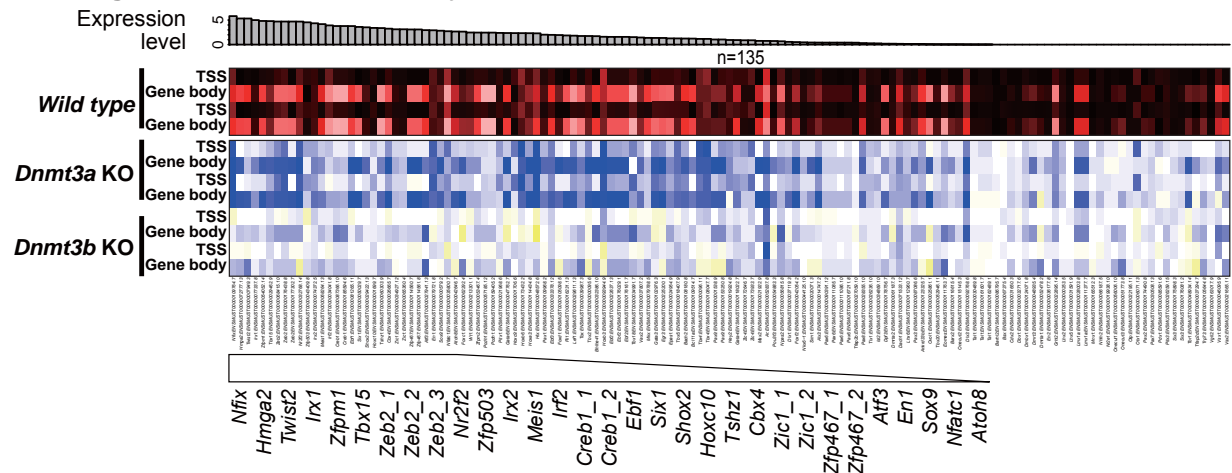

Gene length; > 5 kb, Gene body; 3 kb downstream from TSS - TES

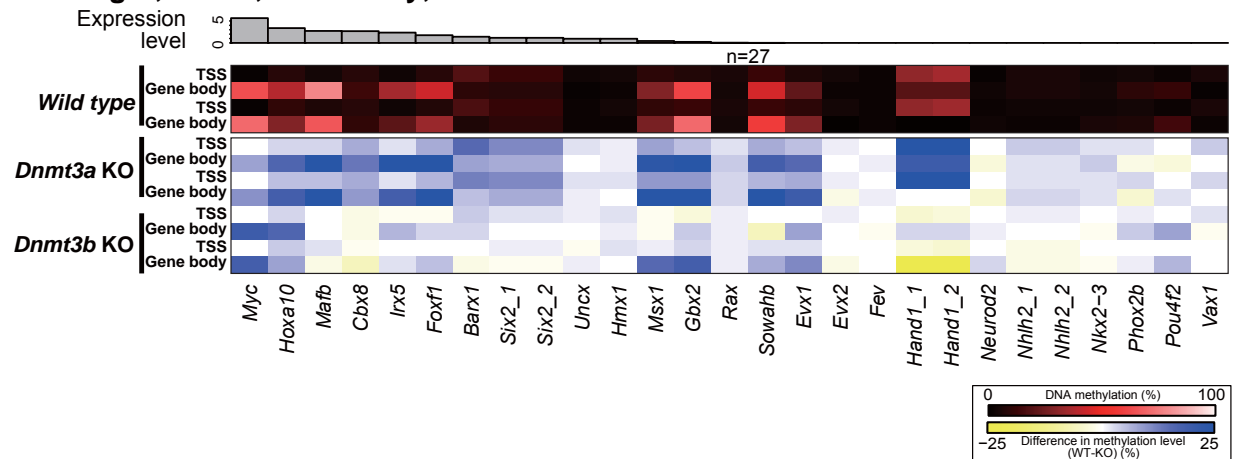

**c**

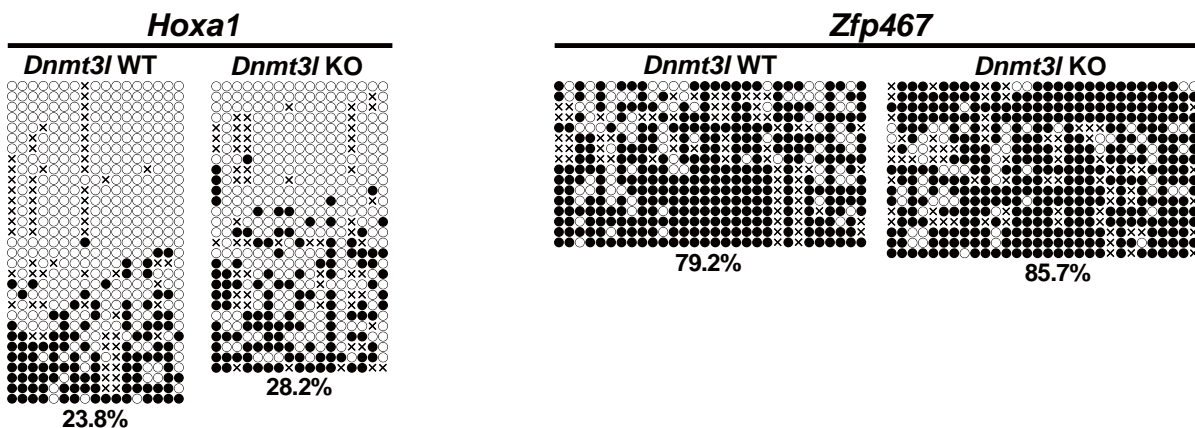

### Supplementary Figure 5:

#### DNMT3A-mediated *de novo* methylation at PcG target genes in MEFs

a: Histone modifications at DNMT3A target genes in MEFs. H3K36me3-marked PcG target genes exhibit reduced DNA methylation levels in *Dnmt3a* KO 2i-MEFs. Locations of genes and CGIs are indicated below. ChIP-seq data of MEFs for H3K36me3, H3K27me3, and H3K9me3 were from GSE90895.

b: CpG methylation levels within TSS  $\pm$  1000 bp and gene body (3 kb downstream from TSS to TES) of PcG target genes with different gene lengths, as determined by two independent MethylC-seq experiments. Mean methylation levels at CpG sites within the regions (upper panel) and the difference in methylation between WT and each type of *Dnmt3* KO 2i-MEFs (lower panel) are shown [Shorter genes: two-sided Wilcoxon signed-rank test, *3a* KO vs WT (TSS):  $p = 2.1 \times 10^{-5}$ , *3b* KO vs WT (TSS):  $p = 2.3 \times 10^{-1}$ , *3a* KO vs WT (Gene body):  $p = 7.5 \times 10^{-8}$ , *3b* KO vs WT (Gene body):  $p = 1.9 \times 10^{-1}$ . Longer genes: two-sided Wilcoxon signed-rank test, *3a* KO vs WT (TSS):  $p < 2.2 \times 10^{-16}$ , *3b* KO vs WT (TSS):  $p = 1.8 \times 10^{-13}$ , *3a* KO vs WT (Gene body):  $p < 2.2 \times 10^{-16}$ , *3b* KO vs WT (Gene body):  $p = 7.4 \times 10^{-4}$ ]. Color scale indicates CpG methylation levels and their difference. PcG genes are ordered based on expression levels (FPKM value) in WT 2i-MEFs (top panel).

c: Conventional bisulfite sequencing of *Hoxa1* and *Zfp467* in *Dnmt3l* WT and KO MEFs obtained by mating *Dnmt3l* heterozygous KO mice. Open circles represent unmethylated CpGs, closed circles represent methylated CpGs, and crosses indicate undetermined methylation status. DNA methylation levels were comparable between *Dnmt3l* WT and KO MEFs.

# Supplementary Figure 6

**a**

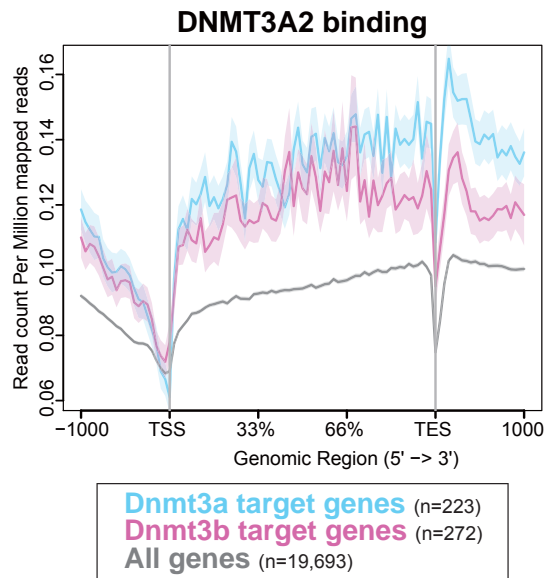

**b**

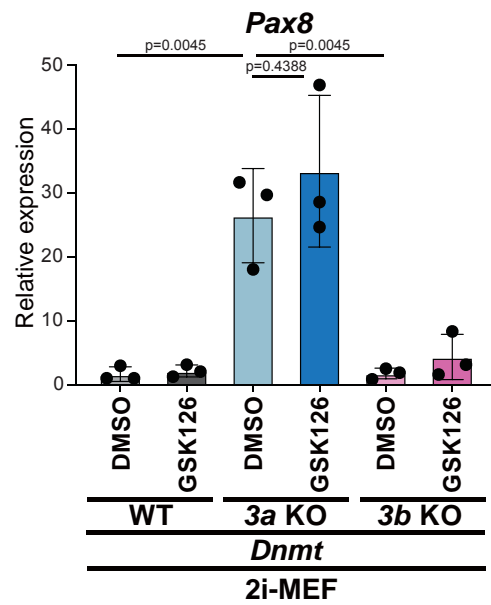

**c**

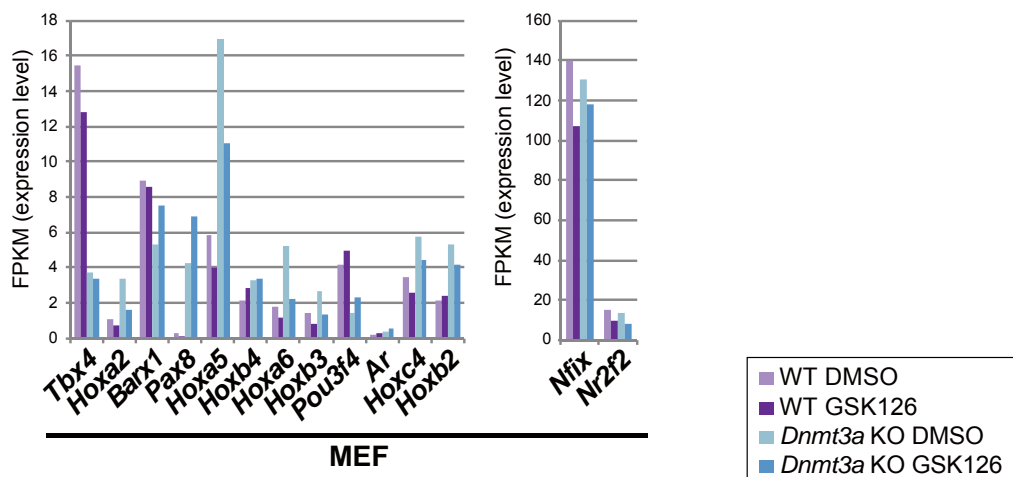

**Supplementary Figure 6:**

**DNMT3A-mediated epigenetic repression of PcG target genes in MEFs**

a: DNMT3A2 binding to target genes of *de novo* methylation by DNMT3A and DNMT3B. ChIP-seq data were obtained from GSE57413. Shading represents standard error of the mean (SEM).

b: qRT-PCR analysis for *Pax8* in 2i-MEFs with or without GSK126, EZH2 methyltransferase inhibitor treatment. *Pax8* was derepressed in *Dnmt3a* KO 2i-MEFs. No significant derepression was observed following GSK126 treatment. Data are presented as means  $\pm$  SD. Mean expression levels of WT 2i-MEFs were set to 1. Statistical analysis was performed by Student's t-test (WT DMSO vs 3a KO DMSO,  $p=0.0045$ ; 3a KO DMSO vs 3b KO DMSO,  $p=0.0045$ ; 3a KO DMSO vs 3a KO GSK126,  $p=0.4388$ ; two-sided,  $n = 3$  biologically independent samples).

c: Expression levels (FPKM) of PcG target genes in MEFs derived from *Dnmt3a* wild-type or *Dnmt3a* KO embryos by RNA-seq. 

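Supplementary Fig. 6c shows 14 PcG target genes, whose median log2 ratio between the library labelled *Dnmt3a* KO and WT was 0.50 with DMSO, at the 99.8 percentile of matched random lists, and 0.32 with GSK126, at the 99.6 percentile. With a pseudocount of 0.1, the median with GSK126 was 0.70. Several of the 14 genes are *Hox* genes of shared clusters, whereas random lists were matched on mean expression only. As far as clustered genes change together, the percentiles are too extreme. *Hoxa5* was at 16.9 FPKM in the library labelled *Dnmt3a* KO and 5.84 FPKM in WT with DMSO, and at 11.1 and 4.00 FPKM with GSK126. *Tbx4* went the other way, with 3.75 against 15.5 FPKM with DMSO and 3.35 against 12.8 FPKM with GSK126. *Pou3f4* stayed under 1 FPKM in all 4 libraries, between 0.143 and 0.537 FPKM. These directions rest on genotype labels that the *Dnmt3a* level did not follow in MEFs. Between treatments, changes were counted in FPKM + 1. In WT MEFs, 1 PcG target gene rose and 1 fell at least 2-fold: *Bach2* rose from 0.657 to 2.47 FPKM and *Zic4* fell from 2.89 to 0.924 FPKM. In MEFs labelled *Dnmt3a* KO, *Bach2* rose from 0.518 to 2.97 FPKM, *Vax2* from 1.24 to 4.4 FPKM and *Shox2* from 8.72 to 21.5 FPKM, and no PcG target gene fell at least 2-fold. In FPKM itself, however, some genes fell more than 2-fold, among them *Tbx20* (0.782 to 0.177 FPKM), *Hoxa6* (5.22 to 2.18 FPKM) and *Hoxa2* (3.4 to 1.59 FPKM). At a pseudocount of 0.1, 12 genes rose and 6 fell at least 2-fold in WT, and 17 rose and 3 fell in MEFs labelled *Dnmt3a* KO. At a threshold of 1.5-fold and a pseudocount of 1, 7 genes rose and 6 fell in WT, and 7 rose and 8 fell in MEFs labelled *Dnmt3a* KO. Among PcG target genes with a mean of at least 1 FPKM, the median log2 ratio of GSK126 to DMSO was -0.02 in WT (24.5 percentile of random lists) and -0.12 in MEFs labelled *Dnmt3a* KO (13.4 percentile).

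**Figure D2:**
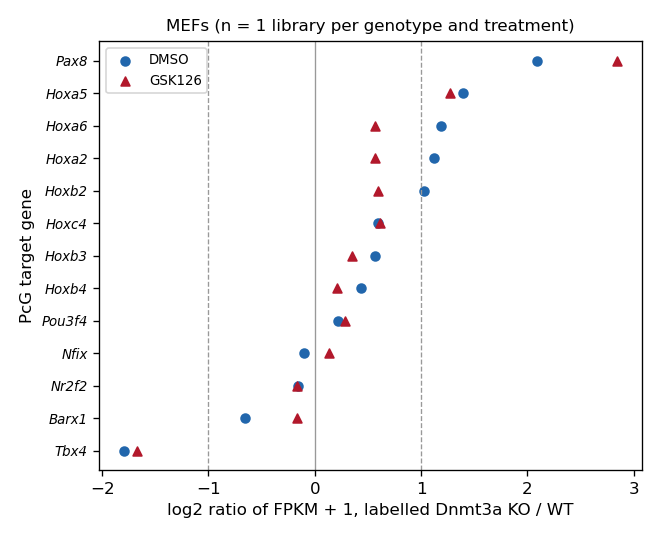
Log2 ratio of FPKM + 1 between the library labelled *Dnmt3a* KO and WT for 13 of the 14 PcG target genes, with DMSO (circles) and GSK126 (triangles), 1 library per genotype and treatment. Dashed lines mark a 2-fold difference; *Pax8* lies farthest to the right at 2.09 and 2.85, and *Tbx4* farthest to the left at -1.79 and -1.67.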

MEFs were treated with or without GSK126. Note that *Pax8* is derepressed in *Dnmt3a* KO MEFs.

# Supplementary Figure 7

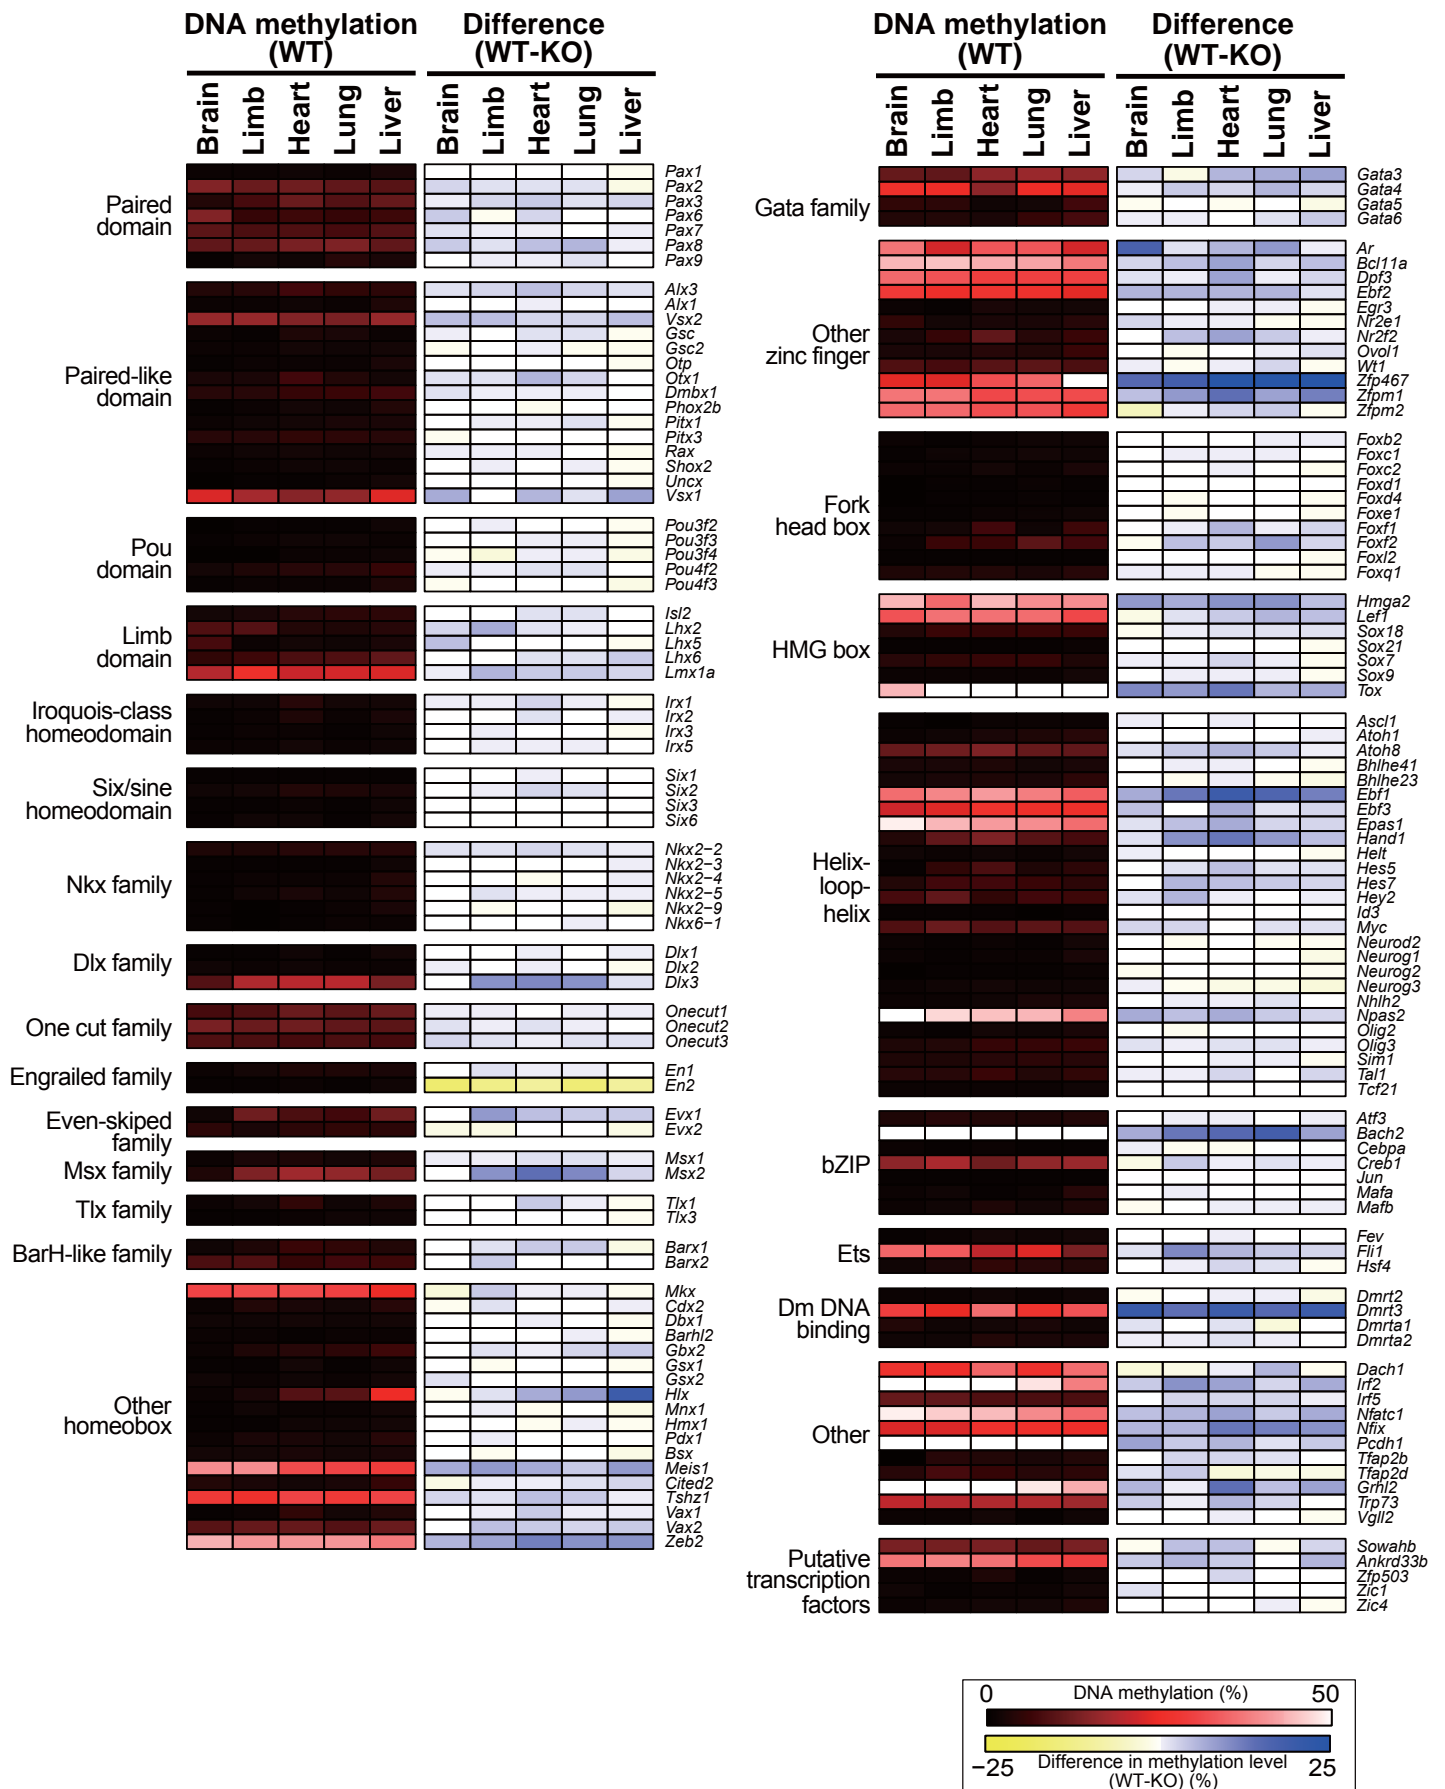

**Supplementary Figure 7:**

**Tissue-specific reduction in DNA methylation in various PcG target genes in *Dnmt3a* KO tissues**

The left panels show heatmap of mean methylation levels at CpG sites within gene bodies of various PcG target genes in different organs. The right panels show methylation differences between *Dnmt3a* WT and KO organs. Color scales indicate CpG methylation levels and their differences, respectively.

Supplementary Figure 8

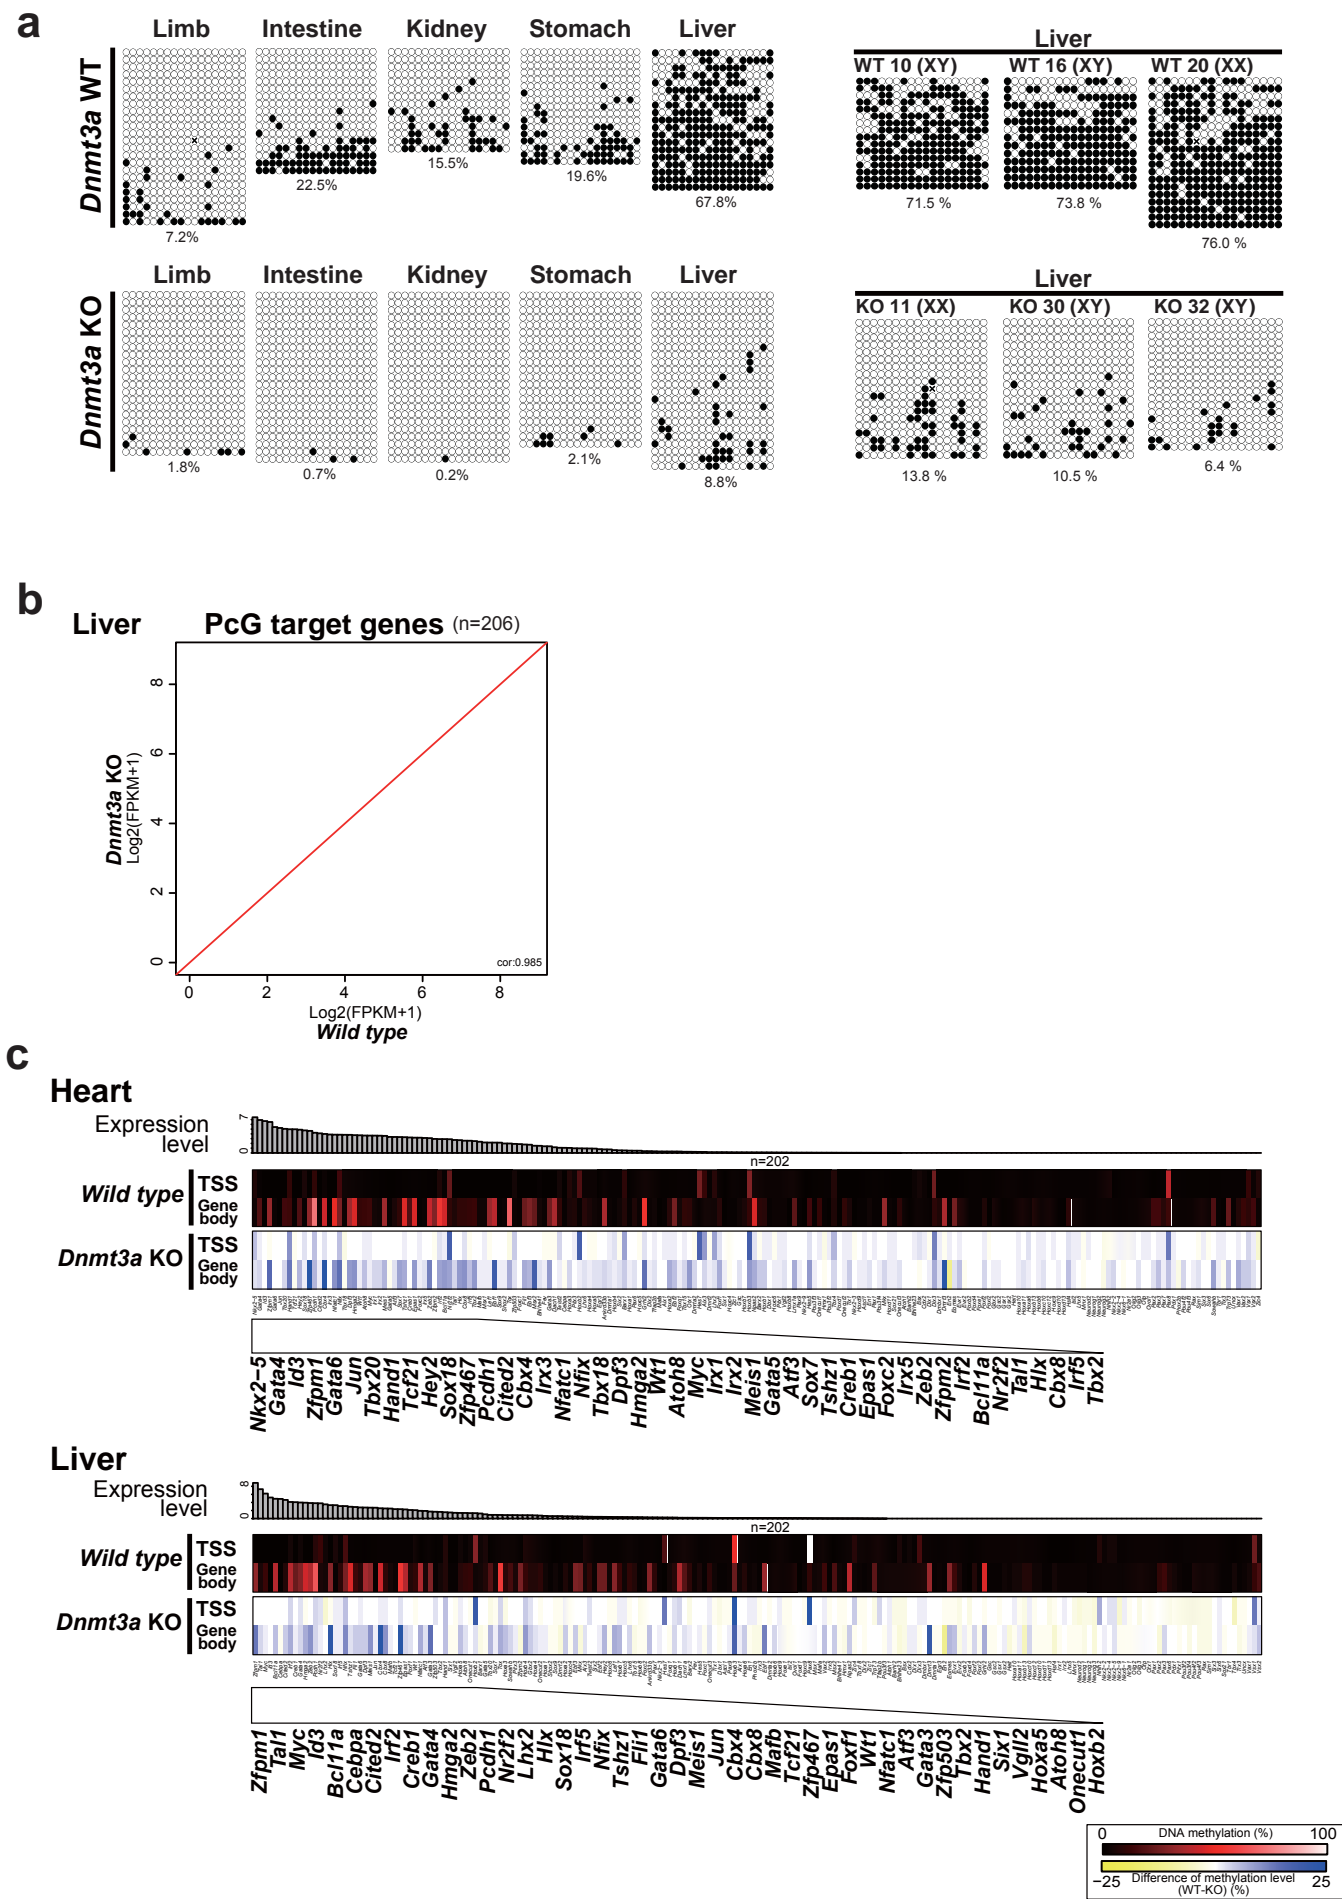

**Supplementary Figure 8:**

**Tissue-specific regulation of DNMT3A-mediated *de novo* DNA methylation at PcG target genes**

a: Conventional bisulfite sequencing of *Meis1* in *Dnmt3a* KO tissues. Tissue-specific *Meis1* methylation is reduced in *Dnmt3a* KO mice.

b: Expression levels [ $\log_2$  (FPKM+1)] of PcG target genes in the liver of *Dnmt3a* WT and KO embryos, as determined by RNA-seq.

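In liver, log2(FPKM + 1) of the PcG target genes in WT and in the library labelled *Dnmt3a* KO had a Pearson correlation of 0.985 across genes, and a Spearman correlation of 0.887. In FPKM + 1, no gene rose at least 2-fold and 3 fell at least 2-fold in the liver labelled *Dnmt3a* KO. A pseudocount of 0.1 gave 6 that rose and 23 that fell, and with ratios centred on the median of all genes, 1 rose. Among the 3 genes that fell, *Vgll2* was at 0.0536 against 1.69 FPKM (log2 ratio -1.35) and *Hand1* at 0.436 against 1.98 FPKM (log2 ratio -1.06). *Barx1* had the largest rise, from 1.4 to 3.79 FPKM (2.71-fold in FPKM, and just under 2-fold in FPKM + 1). Smaller changes pointed mostly downward: 46 PcG target genes had a mean of at least 1 FPKM, and their median log2 ratio was -0.25, at the 0.62 percentile of matched random lists. All genes with at least 1 FPKM in both liver libraries had a median log2 ratio of -0.08. Skeletal muscle markers were also lower in the liver labelled *Dnmt3a* KO, with a median log2 ratio of -2.67.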

c: The upper panels show mean methylation levels at CpG sites within TSS  $\pm$  1000 bp and gene bodies (TSS-TES) of PcG target genes in *Dnmt3a* WT heart and liver. The lower panels show methylation differences between *Dnmt3a* WT and KO indicated organs. Color scales indicate CpG methylation levels and their differences. 

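Expression of the PcG target genes was ranked by FPKM in WT heart and WT liver. The highest values in WT heart were at *Nkx2-5* (179 FPKM), *Gata4* (120 FPKM), *Id3* (103 FPKM), *Zfpm1* (89.5 FPKM) and *Gata6* (42.4 FPKM). In WT liver, *Zfpm1* was highest (461 FPKM), followed by *Tal1* (156 FPKM), *Myc* (72.6 FPKM), *Id3* (36.3 FPKM) and *Bcl11a* (29.1 FPKM). At least 10 FPKM was reached by 28 genes in WT heart and 15 genes in WT liver, and 7 genes reached it in both. In WT heart 73 genes were listed at 0, as were 76 in WT liver, so these genes have no order among themselves. Spearman's correlation across genes between the tissues was 0.762.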

PcG genes are ordered based on their expression level (FPKM) in each organ (top panel).

Supplementary Figure 9

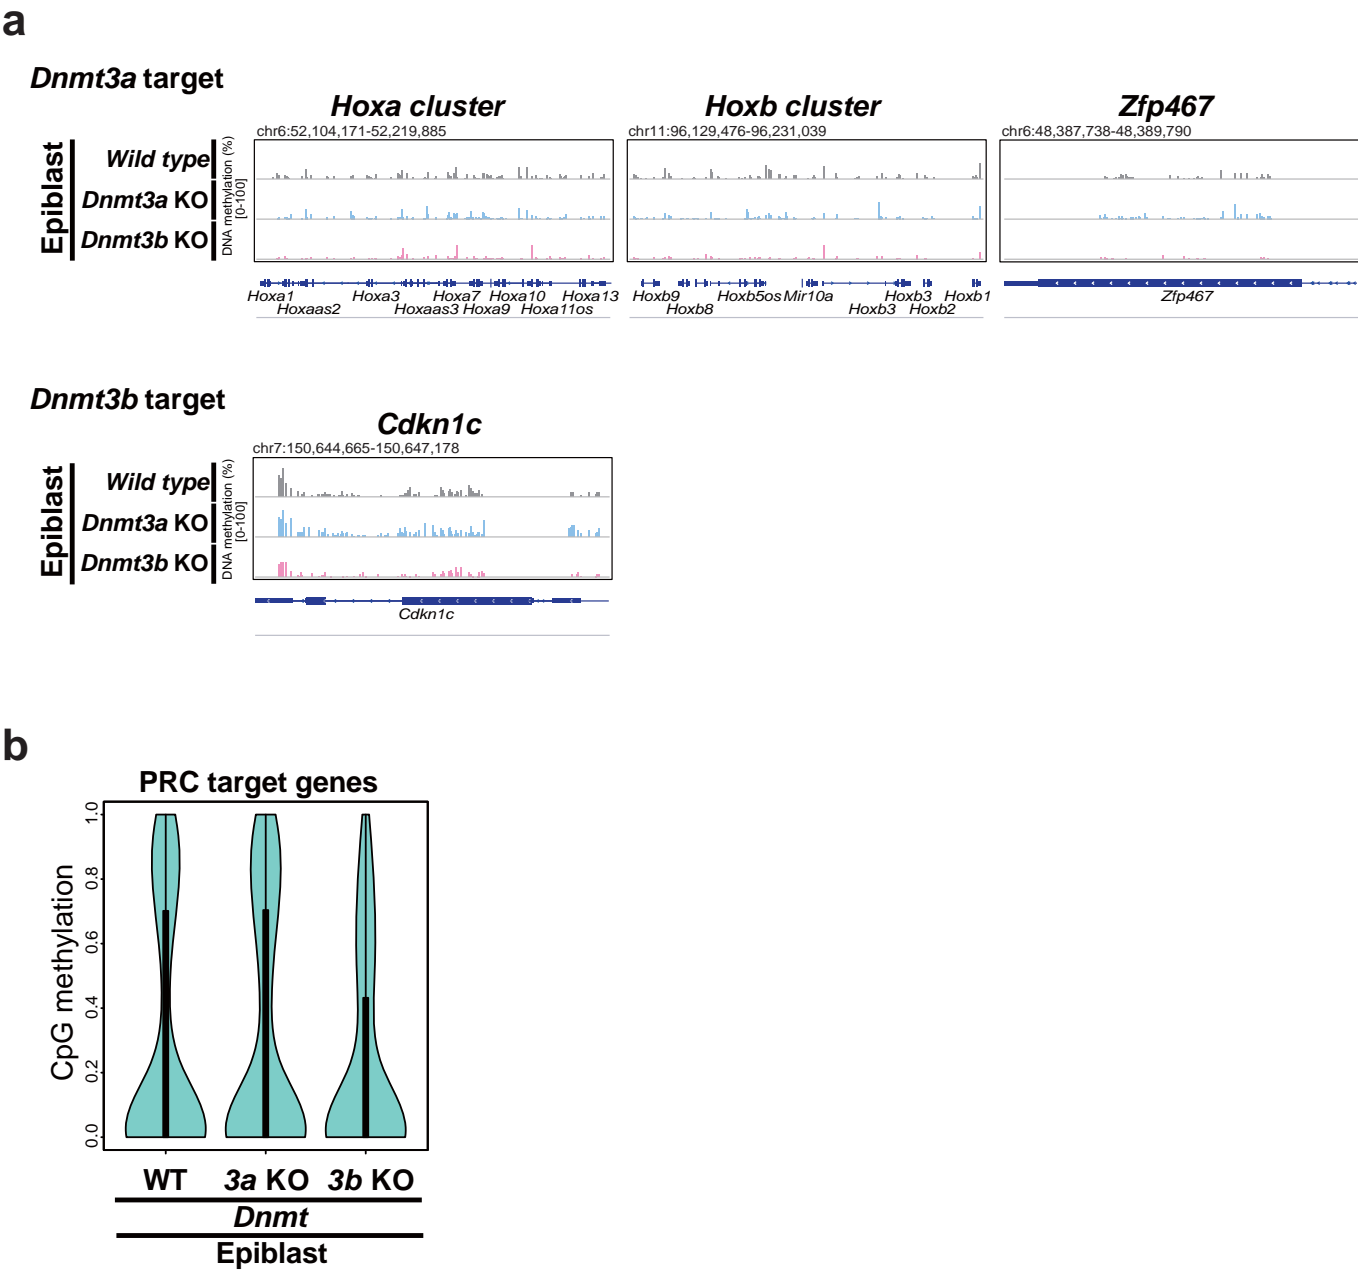

**Supplementary Figure 9:**

**DNA hypomethylation at PcG target genes in E6.5 epiblast *in vivo***

a: CpG methylation status at DNMT3 target genes in WT, *Dnmt3a* KO, and *Dnmt3b* KO epiblasts. Each bar indicates a CG site, and bar height represents methylation percentage, as determined by RRBS (0–100%). Locations of genes are indicated below.

b: CpG methylation levels at PcG target developmental genes in WT, *Dnmt3a* KO, and *Dnmt3b* KO epiblasts. White dots indicate median methylation levels. Black bars and the lines stretched from the bar represent IQR and the lower/upper adjacent values ( $\pm 1.5$  IQR), respectively. RRBS data for epiblasts were obtained from GSE84236.

# Supplementary material for: Identification of distinct loci for de novo DNA methylation by DNMT3A and DNMT3B during mammalian development
**Source:** Nat Commun. 2020 Jun 24;11:3199. doi: 10.1038/s41467-020-16989-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Identification of differentially methylated tiles (DMTs) among wild type, Dnmt3a KO and Dnmt3b KO 2i-MEFs.

File Name: Supplementary Data 2

Description: Identification of regions specifically methylated by DNMT3A.

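This sheet gives differentially methylated regions, 1 per line, with chromosome, start, end, length, number of CpG sites, the mean methylation of WT and KO 2i-MEFs and their difference. By the paper's values, it holds 424 regions with a median length of 473 bases and a median of 16 CpG sites. The paper's median methylation over these regions is 59.3% in WT and 9.7% in *Dnmt3a* KO, and all 424 regions are lower in KO. The paper places 2 of the regions on the X chromosome. These methylation values were not recomputed here.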

File Name: Supplementary Data 3

Description: Identification of genes specifically methylated by DNMT3A.

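The sheet is a list of gene symbols without values. Of its 355 entries, 354 were found in the expression table used here, and 1 entry is stored as a date. In the 2i-MEF libraries, 243 of the listed genes had at least 1 FPKM in *Dnmt3a* KO or *Dnmt3b* KO. The list shares 32 genes with the 206 PcG target genes and 26 genes with the corresponding list for DNMT3B. Without the shared genes, the 328 remaining genes had a median log2 ratio of *Dnmt3a* KO to *Dnmt3b* KO of 0. Among the 218 with a mean of at least 1 FPKM, it was 0.08, at the 95.9 percentile of matched random lists.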

File Name: Supplementary Data 4

Description: Identification of regions specifically methylated by DNMT3B.

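Regions are listed in the same layout as for DNMT3A. By the paper's values, there are 342 regions with a median length of 338.5 bases and a median of 20 CpG sites. The paper's median methylation over them is 74.7% in WT and 32.8% in *Dnmt3b* KO 2i-MEFs, and all 342 are lower in KO. The paper places 34 of these regions on the X chromosome. As for DNMT3A, the methylation values were not recomputed here.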

File Name: Supplementary Data 5

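All 333 gene symbols listed for DNMT3B were found in the expression table, and 125 of these genes had at least 1 FPKM in *Dnmt3a* KO or *Dnmt3b* KO 2i-MEFs. On the X chromosome lie 23 of them, and 1 is among the 206 PcG target genes. The 307 genes not shared with the list for DNMT3A had a median log2 ratio of *Dnmt3a* KO to *Dnmt3b* KO of 0. Among the 101 with a mean of at least 1 FPKM, it was 0.08, at the 80.9 percentile of matched random lists.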

Description: Identification of genes specifically methylated by DNMT3B.

# Supplementary material for: Identification of distinct loci for de novo DNA methylation by DNMT3A and DNMT3B during mammalian development
**Source:** Nat Commun. 2020 Jun 24;11:3199. doi: 10.1038/s41467-020-16989-w
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

##### Whole-genome bisulfite sequencing (WGBS)

DNA amount was determined by Qubit. Sequencing libraries were assessed on a Bioanalyzer (Agilent Technologies) and quantified using the KAPA Library Quantification Kit (KAPA BIOSYSTEMS). The libraries were then sequenced on a HiSeq 2500 (Illumina) as 2× 100 bp or 2× 101 bp paired-end reads.

##### Target-captured bisulfite sequencing (Methyl-seq)

DNA amount was determined by Qubit. Sequencing libraries were assessed by Bioanalyzer and quantified using the KAPA Library Quantification Kit. The libraries were then sequenced on a HiSeq 2500 (Illumina) as 2× 100 bp or 2× 101 bp paired-end reads.

##### RNA sequencing

RNA quality was analyzed by Bioanalyzer. RNA-seq libraries were sequenced on a NextSeq500 (Illumina) as 75 bp single reads.

#### Data analysis

For WGBS and Methyl-seq analyses of 129/MSM genetic background cells and tissues, SNP data for MSM/Ms were obtained from the NIG Mouse Genome Database (MSMv4HQ, <http://molossinus.lab.nig.ac.jp/msmdb/index.jsp>), and the MSM/Ms mouse genome was reconstructed from mm10 using these SNPs. Information about indels was not used in this study. Bases with low-quality scores and the adapters in all sequenced reads were trimmed with cutadapt-1.14 (Martin, 2011). Trimmed reads were mapped independently to both the B6 (mm10) and MSM/Ms mouse genomes using the Bismark software-v0.18.2 (Krueger and Andrews, 2011) with bowtie2 (version 2.3.0) (Langmead and Salzberg, 2012). Reads uniquely mapped to the same chromosome and positions of both B6 and MSM/Ms genomes were used for further analyses. B6 (129)-derived and MSM/Ms-derived sequenced reads were determined based on MSM/Ms SNP data. The Y chromosome and mitochondrial genome were omitted from the MSM/Ms reference genome due to the lack of SNP data. SNPs in CpG sites were excluded, and the patterns of bisulfite conversion were taken into account in the determination of parental alleles. Methylated cytosines were extracted from reads using the Bismark methylation extractor with the following options: --ignore 10 --ignore\_r2 10 --ignore\_3prime 5 --ignore\_3prime\_r2 5. For Methyl-seq analysis of B6 genetic background tissues, trimmed reads were mapped to the mouse genome (mm10) using Bismark software-v0.18.2 with bowtie2 (version 2.3.0) and default settings, and uniquely

mapped reads were used for extraction of methylated cytosines using the Bismark methylation extractor with options --ignore 10 --ignore\_3prime 5 (single-end reads) or --ignore 10 --ignore\_r2 10 --ignore\_3prime 5 --ignore\_3prime\_r2 5. Because probe sequences of the SureSelectXT were designed for the original top strand, only the original bottom (OB) data were used for this analysis. The R/Bioconductor package DSS (Wu et al., 2015) was used to identify differentially methylated loci and regions. For identification of epiblast-specific methylated loci (Fig. 1b), WGBS data obtained from GSE84236 were used with the DMLtest function to identify significantly differentially methylated regions (FDR <0.05, Epi > ICM). For identification of Dnmt3a and Dnmt3b target regions (Fig. 2a and Supplementary Fig. 3a), 10k tiled CpG methylation levels (CpG sites at ≥50× coverage) from Methyl-seq data were used with the DMLtest function to identify significantly differentially methylated tiles [FDR <0.01 and difference in methylation levels (WT - KO) >0.4]. For identification of Dnmt3a and Dnmt3b target genes (Supplementary Table 2-5), Methyl-seq data were used with the DMLtest and callDMR functions (delta = 0.2, p.threshold = 0.00001, minCG = 10) to identify significantly differentially methylated regions (DMRs). Genes included in the DMRs (WT > KO) were identified as target genes. The Integrative Genomics Viewer (IGV) (version 2.8.2) (Robinson et al., 2011) was used to visualize CpG methylated status (CpG sites at ≥5× coverage). Genomic locations for each genetic element were described previously (Illingworth et al., 2010). UCSC LiftOver (Rosenbloom et al., 2015) (<http://genome.ucsc.edu/>) was used to convert the coordinates of the mm9 assembly to those of the mm10 assembly.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data of WGBS, Methyl-seq, and RNA-seq used in this study were deposited in the Gene Expression Omnibus (GEO) under accession number GSE111172. Methyl-seq data of Dnmt3a WT tissue were deposited under accession number GSE111173. WGBS or Methyl-seq data of 2i/L ESCs, S/L ESCs and wild type 2i-MEFs were deposited under accession number GSE84165.

The publicly available datasets used in this study are:

GSE84236, GSE95747, GSE62298, GSE57413, GSE96529, GSE95747, GSE62298.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size was chosen based on standards in the field. Sample size is described in methods, figures or figure legends. qRT-PCR experiments were performed in biological triplicate. We have had enough number of sequencing reads for WGBS, RNA-seq and Methyl-seq. To obtain each Dnmt KO ESCs and MEFs, same parental female ESCs were used in this study. We have generated more than 3 independent Dnmt3a or Dnmt3b KO ESCs and MEFs lines and gotten genome wide sequencing data with duplicates. |
| Data exclusions | We don't have any exclusions in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | We have derived multiple WT, Dnmt3a KO, and Dnmt3b KO ESCs and MEFs. WGBS, Methyl-seq were performed using two independent materials. qRT-PCR experiments were performed in biological triplicate. We were able to confirm the reproducibility of our results.                                                                                                                                                                                                                                                                                                        |
| Randomization   | Randomization was not relevant. All cell lines or biological samples were analysed or treated in the same manner.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | Blinding was not possible due to the small number of samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Dnmt3a antibody (Novus Biological, NB120-13888, 64B1446; dilution, 1:500; Santa Cruz Biotechnology, sc-20703; dilution, 1:200)<br>anti-B-actin antibody (Santa Cruz Biotechnology, sc-47778; dilution, 1:1000)<br>ECL Anti-mouse IgG, HRP-linked whole antibody from sheep (GE Healthcare, NA931V; dilution, 1:5000)<br>ECL Anti-rabbit IgG, HRP-linked whole antibody from donkey (GE Healthcare, NA934V; dilution, 1:5000)                                                                                                                                                                                                       |
| Validation      | We have confirmed that we see a band of Dnmt3a in wild type cells and can't see it in Dnmt3a KO cells using the antibody. Also, those antibodies were used in our previous study (Yagi et al., Nature 2017). Here is links of antibodies; <a href="https://www.novusbio.com/products/dnmt3a-antibody-64b1446_nb120-13888">https://www.novusbio.com/products/dnmt3a-antibody-64b1446_nb120-13888</a> , <a href="http://datasheets.scbt.com/sc-20703.pdf">http://datasheets.scbt.com/sc-20703.pdf</a> , <a href="https://www.scbt.com/scbt/product/beta-actin-antibody-c4">https://www.scbt.com/scbt/product/beta-actin-antibody-c4</a> . |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | All wild type/ Dnmt KO mouse ES cell lines and MEFs (129X1/SvJ /MSM/Ms and 129X1/SvJ/C57BL/6) were established in our laboratory.                            |
| Authentication                                                    | We authenticated that each cell lines have correct genotypes using PCR, immunostaining and western blot.                                                     |
| Mycoplasma contamination                                          | All samples used for animal experiments were tested for mycoplasma contamination. We confirmed that our cell lines are negative to mycoplasma contamination. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Genetic background of mouse cell lines were mixed between 129X1/SvJ and MSM/Ms or 129X1/SvJ and C57BL/6. We used female 129/SvJ (8-10 week old), male MSM/Ms and male C57BL/6 (8-10 week old). MSM/Ms were obtained from RIKEN Bio Resource Center and 129X1/SvJ and C57BL/6 were obtained from SLC. Pseudopregnant ICR and male and female ICR (8-10 week old) were obtained from SLC to make chimeric animals. B6;129S4-Dnmt3a <sup>tm1Enl</sup> mice (Dnmt3a hetero knockout) were obtained from RIKEN Bio Resource Center. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All experiments using animals were performed under the ethical guidelines of Kyoto University and University of Tokyo.                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

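RNA-seq was analysed in 10 libraries, 1 per condition: *Dnmt3a* KO and *Dnmt3b* KO 2i-MEFs, MEFs labelled *Dnmt3a* WT and *Dnmt3a* KO with DMSO or GSK126, and E14.5 heart and liver labelled *Dnmt3a* WT and *Dnmt3a* KO. The WT 2i-MEF library and the 16 DNA methylation samples of the series were not analysed here.

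The authors trimmed the reads with cutadapt, mapped them to mm10 with tophat 2.1.1 and bowtie2 2.3.2 on the GENCODE M15 annotation, kept uniquely mapped reads with a MAPQ of at least 20, and calculated FPKM values with cufflinks 2.2.1. These FPKM values were deposited as 1 table of 52609 gene rows, without read counts, and no further scaling between libraries is stated. Its 52454 gene symbols include symbols with several rows, and 155 rows repeat a symbol; rows of the same symbol were summed. The 1570 rows of the Y chromosome and the 37 rows of the mitochondrial chromosome are at 0 in all 10 libraries, so the sex of the samples was checked by *Xist* alone. Starts in the table are counted from 0, and 1 was added to them; 50561 of 52462 starts then equal those of the GENCODE M21 annotation, which was used for transcript lengths, strands and gene types.

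The depth of each library was estimated from genes with 1 annotated transcript of at least 1500 bases, whose low FPKM values are multiples of the value of 1 read. Between 95.4% and 97.3% of the values under 10 reads fell on whole numbers of reads. No share expected by chance was set beside these values, so they alone do not test the estimated depth. The fragment length used for all libraries was 196 bases. Fitted to each library alone, it was 204 bases in WT heart, WT liver and WT MEFs with DMSO. It was 202 bases in the liver labelled *Dnmt3a* KO and 196 bases in the other libraries. Estimated depth ranged from 9154334 mapped reads in *Dnmt3b* KO 2i-MEFs to 26171387 in WT liver, so that 1 FPKM on a transcript of 2000 bases corresponds to between 16.5 and 47.2 reads. Reads of genes with several transcripts were given as a range between the shortest and the longest annotated transcript. These numbers cover counting error only, because the reads carry no molecular identifiers.

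All comparisons used the log2 ratio of FPKM + 1. They were *Dnmt3a* KO against *Dnmt3b* KO in 2i-MEFs, the library labelled *Dnmt3a* KO against WT in MEFs within each treatment and in heart and liver, and GSK126 against DMSO within each genotype. The 4 comparisons of MEFs share libraries, so their values are not independent. Because each condition has 1 library, no p-value was calculated. For each gene list, the median log2 ratio was placed among 10000 random lists of the same size, matched in 20 bins of mean expression with genes at 0 in both libraries as a bin of their own, and genes changed at least 2-fold in FPKM + 1 in each direction were counted. Random lists for X-linked genes were drawn from autosomal genes. X-linked genes had to reach 1 FPKM in at least 1 of the 2 libraries, and the other lists were used without a filter. A 95% interval of each median was taken from order statistics. Pearson's correlation was calculated across PcG target genes in heart and liver.

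The 206 PcG target genes were read from the labels of the paper's figures, and the DNMT3A and DNMT3B target genes came from Supplementary Data 3 and 5, leaving out 26 genes named in both. Further lists were written before the data were examined: PRC2 genes, erythroid, cardiomyocyte, hepatocyte, fibroblast, skeletal muscle, neural and proliferation markers, imprinted genes, germline genes and housekeeping genes. A list of interferon-response genes, a second skeletal muscle list and a second germline list were written after values had been seen; the second germline list holds 4 genes that had been seen to rise. Named genes are those the paper names, the 3 PcG target genes with the largest rise and the 3 with the largest fall in each comparison, the 3 X-linked genes with the largest change in each direction in 2i-MEFs, and genes that check the labels; other genes named in the closing section were chosen after their values were seen.

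Alternatives set at the same time as the first lists were a pseudocount of 0.1, ratios centred on the median of all genes with at least 1 FPKM in both libraries, a filter on low values (none for X-linked genes), random lists matched in 10 bins, a 1.5-fold threshold, Spearman's correlation, X-linked genes without *Xist* and the pseudoautosomal genes, and the row with the highest mean in place of the sum for repeated symbols. For the marker lists, the pseudocount and the centring were added after the data had been seen. The statistics were tested on simulated data: for 20 lists of 200 genes shifted by 0.3 on the log2 scale, the mean median was 0.3 and 20 lay outside the middle 95% of random lists, against 0 of 20 lists without a shift. This simulation used a smaller pseudocount, fewer random lists and only listed genes with at least 1 FPKM, and its genes varied independently. It therefore does not show how the statistics behave at a pseudocount of 1 for short lists, unexpressed genes or co-regulated genes. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.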

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

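The tests in this part were chosen after the results had been seen.

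*Dnmt3a* changed in opposite directions between the labelled genotypes in the 2 tissues, with a log2 ratio of 1.17 in heart and -1.99 in liver against WT. With 1 library per tissue and genotype, the difference between the tissues was not tested. In MEFs the gene was also higher in the libraries labelled *Dnmt3a* KO. The number of reads argues against counting error as the source. Even if the shortest annotated transcript of 369 bases made all reads, they were 180 in WT heart and 333 in the heart labelled *Dnmt3a* KO, and 242 in WT liver and 56 in the liver labelled *Dnmt3a* KO. This test was changed after values had been seen. Its first version took the library with the fewest reads among all 10, which gave 8 reads in *Dnmt3a* KO 2i-MEFs and would not have excluded counting error there. A second version took the median transcript length of 820 bases in the tissues, which gave at least 204 reads. The version given here keeps the shortest transcript and compares the libraries within each tissue. An exchange of the labels within 1 tissue would make differences between the embryos run opposite ways in heart and liver. Of 25 protein-coding genes changed at least 2-fold in both tissues, 17 went the same way, which is 68.0% (95% Wilson interval 48.4% to 82.8%). With a 1.5-fold threshold it was 107 of 185 genes (57.8%, interval 50.6% to 64.7%), and co-regulated genes make these intervals too narrow. These counts alone leave the exchange open. Germline genes argue against it, as far as they respond alike in both tissues: of 14 with a direction in both, 13 went the same way (92.9%, interval 68.5% to 98.7%), and their list lay at the 99.5 percentile of random lists in heart and the 99.9 percentile in liver. Interferon-response genes, 19 of 20 higher in both tissues, point the same way, but were listed after other such genes had been seen to rise in both. An exchange of the embryos in both tissues is not covered by these values. Transcripts that remain from the targeted allele may also contribute, and this stays open because the 18 annotated transcripts of the gene share 1 value per library. A difference in how heart and liver regulate the targeted gene was not tested.

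Germline genes, which the paper does not analyse as a group by expression, were lower in *Dnmt3a* KO than in *Dnmt3b* KO 2i-MEFs, with a median log2 ratio of -0.60 over 20 genes, below all 10000 random lists. *Slc25a31* was at 1.19 FPKM in *Dnmt3a* KO and 18.7 FPKM in *Dnmt3b* KO, *Tex12* at 0 and 3.93 FPKM, and *Mael* at 0.068 and 2.84 FPKM; these genes were chosen after their values were seen. Without a WT 2i-MEF library in the comparison, it is open which of the KO libraries departs from WT. Low depth does not account for the difference, since the *Dnmt3b* KO library, the shallower one, held at least 520 reads on the list and the *Dnmt3a* KO library at least 53. Germ cells in the *Dnmt3b* KO culture stay open: *Dazl* was listed at 0 and *Ddx4* at 0.681 FPKM there, and a second germline list of 25 genes that shares no gene with the first had a median of -0.018, at the 1.11 percentile of random lists. Of the first list 2 genes, and of the second 7 genes, reached 1 FPKM in *Dnmt3a* KO 2i-MEFs as well. The most abundant gene of the second list, *Syce1*, was at 20.5 FPKM there and 28.8 FPKM in *Dnmt3b* KO. A candidate explanation is that germline genes among the paper's DNMT3B targets were expressed after loss of DNMT3B. The 9 genes of the list named in Supplementary Data 5 had a median of -1.24 (95% interval -2.30 to -0.29) and the other 11 a median of -0.51 (-0.75 to 0.25). These intervals overlap, so the test left this open. DNMT3B target genes as a whole, which were not shared with the DNMT3A list and had a mean of at least 1 FPKM, showed no such fall, with a median of 0.076 over 101 genes at the 80.9 percentile of random lists. Clone or culture differences between the KO lines were not tested.

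Interferon-response genes, which the paper does not discuss, were higher in the tissues labelled *Dnmt3a* KO, with a median log2 ratio of 0.63 in heart and 0.82 in liver over 20 genes, above all 10000 random lists in each tissue. The list was written after 7 other genes of this kind had been seen to rise, so its percentile is not independent of that choice. The rise was not carried by a few genes, since 19 of the 20 genes were higher in both tissues. An effect of *Dnmt3a* loss on these genes in every cell type is argued against by the MEFs labelled *Dnmt3a* KO, where the median was -0.43 with DMSO and -0.50 with GSK126. This holds as far as the genotype labels do, which the level of *Dnmt3a* did not follow in MEFs. The state of the embryo and its genotype cannot be told apart, because both tissues labelled *Dnmt3a* KO come from 1 embryo, numbered 25, and both WT tissues from another. An effect of *Dnmt3a* loss restricted to tissues was not tested.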

How the results depend on the processing

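Across the gene lists, 139 of 202 values stayed within the spread allowed under the alternatives, which for counts is 1.5 times the first value, and 63 moved; none reversed. Values of X-linked genes stayed within it under each alternative that was run: the median lay between 0 (no filter) and 0.035, and the number of genes changed at least 2-fold between 26 and 37 upward and between 29 and 42 downward. Random lists matched in 10 bins and the row with the highest mean in place of the sum moved none of the values. The cause was not tested for any of the changes below except where their construction gives it.

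With a pseudocount of 0.1 in place of 1, more PcG target genes passed 2-fold, since low values weigh more. The counts up and down were 32 and 17 in 2i-MEFs, 28 and 19 in MEFs with DMSO, 29 and 19 in MEFs with GSK126, 12 and 6 for GSK126 in WT MEFs, 17 and 3 for GSK126 in MEFs labelled *Dnmt3a* KO, 17 and 7 in heart, and 6 and 23 in liver. The correlation across PcG target genes was 0.977 in heart and 0.964 in liver. The median log2 ratio was 0.70 for the genes of Fig. 4c in MEFs with GSK126 and -0.15 for DNMT3A target genes in liver. Chosen after seeing the data, the same pseudocount gave -2.34 for germline genes in 2i-MEFs, -4.73 for skeletal muscle markers in liver and 0.90 for interferon-response genes in heart.

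Lists used without a filter hold so many unexpressed genes that their median is fixed at or near 0, and centring then moves it by the shift of all genes. After centring, the median of PcG target genes was -0.017 in 2i-MEFs, -0.031 in MEFs with DMSO, -0.0070 in MEFs with GSK126, -0.0017 for GSK126 in WT MEFs, 0.034 for GSK126 in MEFs labelled *Dnmt3a* KO, -0.0031 in heart and 0.0725 in liver, where 1 gene then rose at least 2-fold. The medians of DNMT3A and DNMT3B target genes were both -0.017 in 2i-MEFs and both -0.031 in MEFs with DMSO. In heart, that of DNMT3B target genes was -0.0031. In liver they were 0 for DNMT3A and 0.076 for DNMT3B target genes. Percentiles among random lists did not move with the centring, because random lists carry the same shift.

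Among genes with a mean of at least 1 FPKM, the median of PcG target genes was 0.057 in 2i-MEFs, 0.033 in heart, -0.25 in liver, -0.021 for GSK126 in WT MEFs and -0.12 for GSK126 in MEFs labelled *Dnmt3a* KO. In heart 1 gene rose and in liver 1 gene fell at least 2-fold, and the correlation in heart was 0.972. The median of DNMT3A target genes was 0.082 in 2i-MEFs, -0.038 in heart (1.80 percentile) and -0.23 in liver (below all random lists). For DNMT3B target genes it was 0.076 in 2i-MEFs, 0.0031 in MEFs with DMSO, 0.014 in heart and -0.15 in liver.

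With a threshold of 1.5-fold, the counts of PcG target genes up and down were 37 and 21 in 2i-MEFs, 9 and 1 in heart, 2 and 8 in liver, 7 and 6 for GSK126 in WT MEFs, and 7 and 8 for GSK126 in MEFs labelled *Dnmt3a* KO. Spearman's correlation was 0.909 in heart and 0.887 in liver, since it gives weakly expressed genes the same weight as the others.

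Of 273 values of single genes, 262 were kept, 9 passed 2-fold only under an alternative, 2 no longer passed it (*Hoxb2* in MEFs with DMSO and *Hand1* in liver, both with centred ratios) and none changed sign past it. Depth limits the lowest values: in *Dnmt3b* KO 2i-MEFs, a single read on a transcript of 2000 bases was worth 0.0606 FPKM, so expression of such a transcript below about that level cannot be seen there. No paired analysis was run, although the MEF libraries cross genotype with treatment and the heart and liver libraries cross genotype with tissue. Each condition has 1 library.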

Differences from the paper's values

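Values read by eye from the bars of Fig. 4c and Supplementary Fig. 6c differed from the table for 2 genes. In Fig. 4c, the paper's bar labelled *Hoxb3* is at about 0.9 FPKM in *Dnmt3a* KO and about 0.5 FPKM in *Dnmt3b* KO 2i-MEFs, whereas the table gives 4.21 and 4.52 FPKM. In Supplementary Fig. 6c, the paper's bars labelled *Pou3f4* are at about 4.1 FPKM in WT MEFs with DMSO, about 5.0 FPKM in WT with GSK126, about 1.4 FPKM in KO with DMSO and about 2.3 FPKM in KO with GSK126. The table gives 0.143, 0.265, 0.329 and 0.537 FPKM for *Pou3f4* in the same order. Keeping the row with the highest mean, the alternative set before the data were examined that applies to FPKM values, closed none of these gaps.

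Supplementary Fig. 6c shows *Pou3f4* lower in KO than in WT MEFs, whereas its log2 ratio in the table was 0.22 with DMSO and 0.28 with GSK126 for the libraries labelled *Dnmt3a* KO. In Fig. 4c *Hoxb3* is higher in *Dnmt3a* KO than in *Dnmt3b* KO 2i-MEFs, and the table has the opposite order.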

Other observations

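The tests in this part were chosen after the results had been seen, except that on PcG target genes more highly expressed in heart. In all, 19 lists were placed among random lists in 7 comparisons. Of these 133 medians, 47 lay outside the middle 95% of random lists, where 6.7 would do so by chance if lists and comparisons were independent, which they are not because lists share regulation and MEF comparisons share libraries.

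Skeletal muscle markers were higher in WT liver than in the liver labelled *Dnmt3a* KO, with a median log2 ratio of -2.67 over 5 genes, below all random lists. The most abundant genes of the list, chosen after their values were seen, were *Acta1* (28.4 FPKM in WT liver and 0.624 FPKM in the liver labelled *Dnmt3a* KO) and *Myh3* (9.96 and 0.248 FPKM). None of the 5 genes reached 1 FPKM in the latter. Low depth does not account for this, since the list held at least 2149 reads in WT liver and at least 49 in the other library. Muscle tissue in the WT liver sample is a candidate source: a second list of 20 muscle genes that shares no gene with the first had a median of -1.07, again below all random lists. Of this list, 9 genes reached 1 FPKM in the liver labelled *Dnmt3a* KO too, and the most abundant one, *Mylpf*, was at 231 FPKM in WT and 110 FPKM there. A lower share of blood-forming cells in the WT liver would raise the markers of every other cell type alike, and is argued against as the whole cause. With a pseudocount of 0.1, hepatocyte and fibroblast markers together had a median of -0.74 (95% interval -1.28 to -0.15), and the 25 muscle genes of both lists -2.57 (-3.49 to -1.63). The intervals overlap with a pseudocount of 1, which damps changes of weakly expressed genes (-1.17 to -0.13 and -2.41 to -0.73). In the same comparison, the medians were 0.24 for erythroid, -0.77 for hepatocyte, -0.70 for fibroblast and -1.02 for cardiomyocyte markers. A difference between embryos or genotypes in liver cell composition was not tested.

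PcG target genes with a mean of at least 1 FPKM were lower in the liver labelled *Dnmt3a* KO, at the 0.62 percentile of random lists. The shift of all genes between the liver libraries is argued against by this value, because random lists carry the same shift. Muscle and connective tissue in the WT liver sample may contribute, and the test chosen for it left this open. The 24 genes more highly expressed in WT heart than in WT liver had a median of -0.25 (95% interval -0.39 to -0.02), and the other 22 had -0.26 (-0.44 to -0.10). The genotype was not separated from the embryo.

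Other marker lists gave the following values, reported without an explanation. With GSK126, the median log2 ratio of proliferation markers was -0.71 in WT MEFs and -0.72 in MEFs labelled *Dnmt3a* KO. In 2i-MEFs, it was 0.43 for *Dnmt3a* KO against *Dnmt3b* KO, at the 99.2 percentile. In the heart labelled *Dnmt3a* KO against WT, the median was -1.64 for hepatocyte, -0.54 for erythroid and 0.32 for neural markers. Germline genes had a median of 0.08 in heart (99.5 percentile) and 0.04 in liver (99.9 percentile). The second germline list had 0.20 in heart and 0.11 in liver, but 4 of its 25 genes (*Tex19.1*, *Hsf2bp*, *Rpl39l* and *Tex15*) had been seen to rise in libraries labelled *Dnmt3a* KO before it was written. Without these, the median was 0.01 in heart (96.1 percentile) and 0.03 in liver (99.6 percentile). PRC2 genes had a median of 0.50 in the MEFs labelled *Dnmt3a* KO with DMSO, at the 97.2 percentile. Housekeeping genes stayed between -0.19 and 0.17 in the 7 comparisons. Interferon-response genes were higher with GSK126 than with DMSO, by a median of 0.36 in WT MEFs and 0.30 in MEFs labelled *Dnmt3a* KO.

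Imprinted genes had a median log2 ratio of 0.18 in MEFs labelled *Dnmt3a* KO with DMSO (99.6 percentile) and -0.18 in the liver labelled *Dnmt3a* KO (1.16 percentile). Some were far lower in 2i-MEFs than in MEFs from embryos. *Igf2* was at 2.30 FPKM in *Dnmt3a* KO and 1.04 FPKM in *Dnmt3b* KO 2i-MEFs, and at 4320 FPKM in WT MEFs with DMSO. *Cdkn1c* was at 0.196 and 2.18 FPKM in the 2i-MEF libraries and at 574 FPKM in those MEFs, and *Dlk1* at 3.88, 2.98 and 689 FPKM. *H19*, in contrast, was at 5846 FPKM in *Dnmt3a* KO and 4186 FPKM in *Dnmt3b* KO 2i-MEFs, and at 6026 FPKM in WT MEFs with DMSO. Other imprinted genes were higher in 2i-MEFs: *Impact* was at 78.4 and 79.4 FPKM against 32.0 FPKM in those MEFs, and *Snrpn* at 24.7 FPKM in both against 7.79 FPKM. These genes were chosen after their values were seen, and the libraries also differ in origin and in *Xist* expression. The paper reports that genomic imprinting was lost globally in 2i-MEFs, whatever their *Dnmt3* status. Whether this accounts for the expression values was not tested.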
